# Comparative RNA-sequencing analysis of the prostate in a mouse model of benign prostatic hyperplasia with bladder outlet obstruction

**DOI:** 10.1007/s11010-023-04695-2

**Published:** 2023-03-15

**Authors:** Xiaohu Tang, Zhiyan Liu, Jingwen Ren, Ying Cao, Shujie Xia, Zhaolin Sun, Guangheng Luo

**Keywords:** RNA-seq, BPH, BOO, Testosterone, Estradiol

## Abstract

In ageing men, benign prostatic hyperplasia (BPH) is a chronic disease that leads to progressive lower urinary tract symptoms (LUTS) caused by obstruction of the bladder outlet (BOO). Patients with LUTS (such as increased frequency and urgency of urination) and complications of BOO (such as hydronephrosis and bladder stones) are at risk of serious health problems. BPH causes a rapidly rising burden of LUTS far exceeding that of other urological conditions. Treatment outcomes are unsatisfactory for BPH largely due to the lacking of fully understanding of the pathogenesis. Hormonal imbalances related to androgen and oestrogen can cause BPH, but the exact mechanism is still unknown, even the animal model is not fully understood. Additionally, there are no large-scale data to explain this mechanism. A BPH mouse model was established using mixed slow-release pellets of testosterone (T) and estradiol (E2), and we measured gene expression in mouse prostate tissue using RNA-seq, verified the results using qRT‒PCR, and used bioinformatics methods to analyse the differentially expressed genes (DEGs).

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11010-023-04695-2.

## Introduction

Benign prostatic hyperplasia (BPH) is one of the most common diseases in older men, and it affects more than half of all men over the age of 50 years [1]. Its incidence increases further with age, reaching up to 80% in 80-year-old men [2]. Compression of the urethra by an enlarged prostate is the main factor involved in the progression of BPH; this enlargement is characterized by an increase in the number and size of prostate epithelial and stromal cells in the periurethral region [3]. Progressive enlargement of the prostate can lead to compression of the urethra and lead to bladder outlet obstruction (BOO), which can manifest as LUTS [4]. This condition seriously affects the quality of life of patients. BPH is the highest health burden among conditions of the urological system [5]. Although there are many ways to treat BPH, such as alpha1-blockers [6], 5α-reductase inhibitors (5-ARI) [7], and transurethral resection of the prostate (TURP)[8], ejaculation disorders, loss of sexual desire [9], and lower blood pressure [10] can occur with current treatment options [9]; most minimally invasive treatments also destroy the urethra or the prostate, while removing the prostate increases the occurrence of post-operation urinary tract infection [11], affecting sexual function [12] and causing other effects. Additionally, current treatment does not control disease progression in all patients [13, 14].

The pathogenesis of BPH is complex and may be related to the balance in cell proliferation and apoptosis [15], the androgen receptor [16], epithelial mesenchymal transformation [17] and estrogen and androgen imbalance [18], and the molecular mechanisms underlying the clinical phenotype have not yet been fully revealed [19]. Hormonal imbalance related to estrogen and androgen may be one of the important factors causing BPH [20]. As the target organ of sex hormones, androgen and estrogen both regulate the growth of the prostate. It is well known that the prostate is an androgen-dependent organ, but interestingly, testosterone levels reach their peak during early adulthood in men and gradually decrease (1–2% per year)[21], and estrogen levels remain unchanged or slightly decreased, which leads to an increase in the ratio of estrogen to androgen, which can induce the proliferation of stromal cells and their expression of inflammatory factors in individuals with BPH [22]. The estrogen receptor and G protein-coupled estrogen receptor accelerate the progression of BPH by inducing prostatic fibrosis [23]. The coinduction of androgen and estrogen signalling has been shown to accelerate prostatic hyperplasia in dogs and lead to bladder outlet obstruction [24], but the specific mechanism through which estrogen and androgen imbalance affect BPH is still unclear. For a potential breakthrough in BPH treatment, comprehensive research is needed to enable an understanding of the relevant molecular mechanism of BPH development. The existing BPH models rarely have physiological hormone levels associated with the progression of human benign prostatic hyperplasia so it is necessary to establish a mouse model of BPH combined with BOO based on the principle of estrogen and androgen imbalance to further study the pathogenesis of BPH. In addition to 5α-reductase, estrogen and androgen, and their receptor-related genes, BPH is associated with the elevated expression of many genes, which mainly include growth factors; BPH has been found to be associated with abnormal expression of growth factors such as FGF [25], TGF-β [26], EGF [27], and IGF [28]. For example, bFGF can promote the proliferation of prostate fibroblasts cultured in vitro, and prostate stromal cells with high expression of bFGF can stimulate the proliferation of prostate epithelial cells in a paracrine manner [29, 30]. In addition, it was found that the abnormal expression of other genes can promote prostatic hyperplasia; for example, the COX-2/PGE signalling pathway is involved in the progression of BPH [31]. However, the molecular mechanism through which oestrogen and androgen imbalance promotes BPH is not fully understood. RNA-sequencing (RNA-seq) has been widely used in medicine, biology, and other fields [32, 33]; for instance, Magdalena Derbis et al. [34] conducted RNA-seq analyses of the striatum to gain insight into the molecular changes caused by ASO-CCG treatment. Milanez-Almeida et al. [35] recently showed that gene expression data obtained using RNA-seq from The Cancer Genome Atlas (TCGA) could be used to predict survival or the progression-free interval better than classic clinical prognostic factors, such as age at diagnosis, sex, and tumour stage. Therefore, RNA-seq is a key tool for studying disease and biology [36], and it may be beneficial for discovering novel therapeutic targets [37].

Therefore, in this study, a mouse model of BPH combined with BOO was established using testosterone (T) and estradiol (E2) slow-release pellets, and RNA-seq was used to evaluate transcriptomic changes in BPH mice. The reliability of the BPH mouse model was also evaluated by analyses of gross specimens, pathology, and RNA expression, and finally, the key genes, pathways, and infiltrating immune cells were revealed by bioinformatics analysis. In conclusion, the results of this study provide a reference for identifying the potential targets of BPH for treatment.

## Materials and methods

### Environmental conditions and establishment of animal model

A total of twenty-two 6- to 8-week-old male C57BL/6 mice (Chongqing TengXing Biotechnology Co. Ltd, China) with an average weight of approximately 20 g were used. The animal housing was maintained at 20–25 °C and 40 ~ 75% relative humidity. Indoor lighting consisted of 12 h of light and darkness (split between 8 am and 8 pm), and the animals had free access to food and water. All procedures involving animals were approved by the Ethics Committee of Guizhou Provincial People's Hospital (Ethics approval No. 2022–020). After 1 week of acclimatization, twenty-two mice were randomly divided into two groups (control group: Con group; T + E2 slow-release pellet group: T + E2 group) of eleven mice each; eight mice from each group were used for observation data statistics and prostate pathological examination, and the remaining three mice were used only for RNA-seq. With the aid of a pellet press (Parr Instrument Company, USA), T + E2 was made into a cylindrical solid pill with a diameter of approximately 2 mm and a length of approximately 3 mm, with a total weight of approximately 28.6 mg (T: E2 = 10: 1). After preparing the skin on the back of the mouse, subcutaneous local anaesthesia was performed with 1% lidocaine, and one pill was placed in the incision (Fig. 1A), while the control group received only a dorsal skin incision and suture without the treatment. In the T + E2 group, the pellet in each mouse was replaced with 1 new slow-release pellet each month, and the control group underwent the same operation as described previously.

**Fig. 1:**
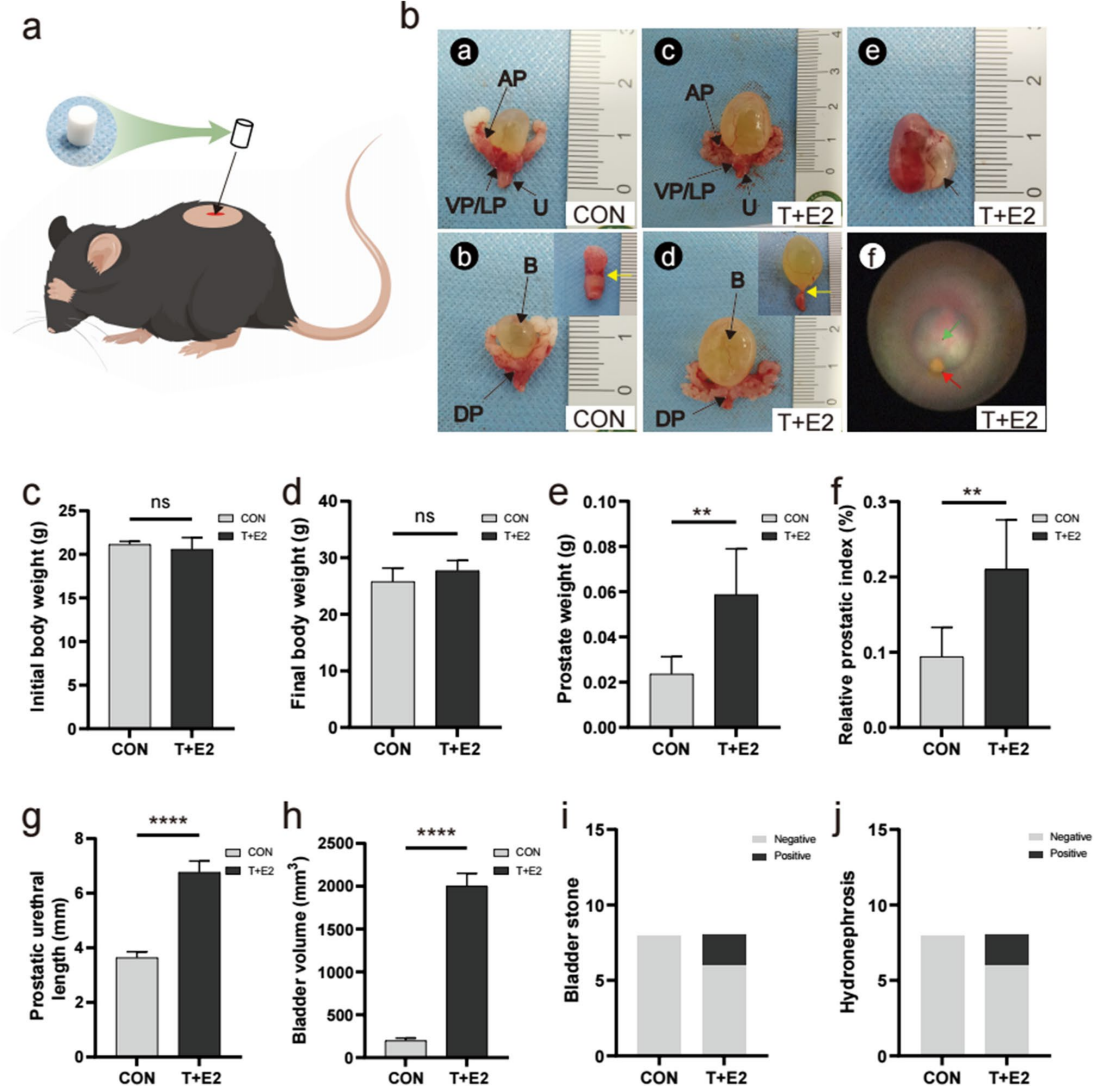
Effects of T and E2 treatment on the gross and urogenital pathology of mice. **A** Mice were implanted subcutaneously with T + E2 slow-release pellets: **B** (1) Ventral view of the prostate and urethra of the CON group; (2) dorsal view of the prostate and bladder of the CON group (the yellow arrowhead indicates the connecting site of the urethra and bladder in the subplot); (3) ventral view of the prostate and urethra of the T + E2 group; (4) dorsal view of the prostate and bladder of the T + E2 group (the yellow arrowhead indicates the connecting site of the urethra and bladder in the subplot); (5) hydronephrosis of the T + E2 group (arrow marks the renal pelvis); (6) endoscopic observation of a stone in the bladder (red arrowhead), and green arrow indicates bladder lumen; **C** initial body weight; **D** final body weight; **E** prostate weight; **F** relative prostatic index: “Prostate weight”/ “Final body weight” × 100%; **G** prostatic urethral length; **H** bladder volume (Formula: volume = Length x width x height x (π/6)); **I** discovery of bladder stones; **J** discovery of hydronephrosis. AP = anterior prostate, VP/LP = ventral prostate/lateral prostate, U = urethra, DP = dorsal prostate, B = bladder. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns, not significant

### Tissue samples

After 12 weeks, the mice were killed with carbon dioxide; the bladder was examined for stones using a cystoscope as we described before [38]; and their urethra, bladder, prostate, kidney, and testis were immediately obtained. The length of the urethra in the prostate was measured using an accurate calliper, and the volume of the bladder when it was full was estimated by measuring the length of the diameter of the bladder and weighing the prostate.

### Haematoxylin–Eosin (HE)

The fixed tissue embedded in paraffin was sectioned into 5-μm-thick sections. After dewaxing and rehydration, sections were stained with haematoxylin and eosin (H&E) according to standard procedures for light microscopic observation. The prostate epithelial thickness, cross-sectional area of the urethral lumen, renal parenchymal thickness, and detrusor muscle thickness of the bladder were measured and analysed by ImageJ software (National Institutes of Health, USA).

### High-throughput RNA-Seq

The total RNA isolated from the prostate tissues (*n* = 3 for each group) was used as input material to prepare RNA samples. Sequencing libraries were generated using the Illumina TruSegTM RNA Sample Preparation Kit (Illumina) following the manufacturer's instructions. The libraries were sequenced on an Illumina HiSeg X-ten System according to the manufacturer's instructions (Shanghai Biotechnology Co.).

### Differentially expressed gene (DEG) analysis

DEG analysis was performed by the R package “DESeq2” for the identification of DEGs using the cut-off criteria of |log2 Fc| > 1 and an adjusted *P* value of < 0.05. Principal component analysis (PCA) plots were generated by the “ggplot2” package in R. PCA and intersample correlation were carried out by the “DESeq2” package in R (version 4.1.3). Correlation heatmap, volcano, and pheatmap plots were plotted in R using the “ggplot2” package and “ComplexHeatmap” package.

### Gene ontology (GO) and kyoto encyclopedia of genes and genomes (KEGG) functional enrichment analysis

The Metascape website (http://metascape.org/gp/index.html#/main/step1) is an effective and efficient portal designed for experimentalists [39]. To elucidate the biological functions of the DEGs, pathway enrichment analysis was performed using KEGG signalling and GO analyses. Metascape was also used to calculate the enrichment terms for up- and downregulated DEGs separately. The top 20 clusters of enriched terms (GO/KEGG terms) are each visualized using a heatmap format, which are coloured based on *P* values.

### Protein‒Protein interaction (PPI) network analysis of DEGs and correlation analyses

Using default parameters, Metascape was used to generate a PPI network with molecular complex detection (MCODE) components, and Cytoscape software (Version 3.9.1) was used for further analysis. We first calculated the top 30 hub genes calculated by each algorithm (betweenness, BottleNeck, degree, radiality, stress) of the cytoHubba plugin in Cytoscape and then screened for genes that were shared with the MCODE seed genes. We continued to explore the relevance of these key genes in normal and hyperplastic prostate tissue (Spearman approach) using the Genotype-Tissue Expression (GTEx) and Gene Expression Omnibus (GEO) databases. GTEx data were obtained from UCSC Xena (https://xenabrowser.net/) and visualized by the package “ggplot2” in R. We downloaded transcriptomic data for all BPH patients from GSE101486, GSE104749, GSE119195, GSE28204, and GSE5377 in GEO. The expression levels obtained from the 5 GEO datasets were normalized using the R package ‘sva’, and the data were visualized using the R package “ggplot2”. Then, we used the genemania plugin in Cytoscape to explore the association between the key genes.

### Gene set enrichment analysis (GSEA) and gene set variation analysis (GSVA)

GSEA is a computational method that determines whether an a priori defined set of genes shows statistically significant, concordant differences between two biological states [40], and the GO/KEGG annotations for GSEA were performed and visualized with the “clusterprofiler” package in R. GSVA, a nonparametric, unsupervised method for estimating gene set enrichment variations in gene expression data, was used to analyse gene set enrichment variations [41]. Then, GO and KEGG results were analysed by the “GSVA” package and visualized by the “ggplot2” R package.

### Generation of the ceRNA network

According to the ceRNA hypothesis, lncRNAs (circRNAs) act as molecular sponges that compete with mRNAs for binding to miRNAs, thus inhibiting their activity [42]. The ceRNA network is widely documented as a posttranscriptional regulatory network that participates in many biological processes. We selected the modules of interest in the PPI network to identify ceRNAs and predicted and visualized the interactions of DEmRNAs-miRNAs and miRNAs-lncRNAs (CircRNA) by StarBase (https://starbase.sysu.edu.cn/) and Cytoscape (Version 3.9.1).

### Assessment of immune infiltration

To explore the immune microenvironment, we performed CIBERSORT analyses to estimate how many infiltrating immune components were present in the samples [43]. We first obtained the mouse immune cell dataset [44], and the “CIBERSORT” package in R software was used to investigate possible associations between the genes and immune cells to predict the relative proportions of 25 infiltrating immune cell subtypes, with a total of 1000 permutations performed.

### Quantitative real-time RT‒PCR

TRIzol (Takara) was used to extract total mRNA, and the PrimerScriptTM RT Reagent Kit (Takara) was used to synthesize cDNA. A SYBR Green PCR kit (Takara Biotechnology Co., Ltd.) was used for qRT‒PCR performed using the CFX96 Touch qRT‒PCR System (Bio-Rad). PCR data were analysed using the 2 − ∆∆Cq method and are expressed as the fold change relative to GAPDH expression levels. All experiments were repeated three times. All primers are listed in Table S1.

### Statistical analysis

GraphPad Prism software (version 9.3.0 for Windows) and R software (version 4.1.3) were used to perform the statistical analyses and data visualization. Wilcoxon tests or Student's unpaired t tests were used to compare data. The correlation analysis was performed by Spearman correlation. Differences were considered significant when *P* < 0.05 (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns = not significant, *P* > 0.05).

## Results

### T + E2 treatment induction of BPH and BOO in mice

After 12 weeks of treatment with T + E2 slow-release pellets, all mice survived with good mental status, normal diet and activity, and no hormone-related adverse effects, such as hair loss, but there was a slightly hunched posture during urination in the T + E2 group. The volume of the prostate glands in the T + E2 group was uniformly larger than that in the control group (CON group; Fig. 1B, 2), and bladder volume was significantly higher when the bladder was full (Fig. 1B, 3, 4); the urethra, which was covered by the prostate gland, was narrowed so that more pressure was required to pass the urine from the bladder through the urethra in the T + E2 group (Fig. 1B, 2, 4). Two mice in the T + E2 group suffered from unilateral hydronephrosis (Fig. 1B, 5). More interestingly, we found small stones in the bladder in the T + E2 group, while this phenomenon did not occur in the CON group (Fig. 1B, 6). There were no significant differences in body weights (initial and final body weights) between the CON and T + E2 groups (*P* > 0.05, Fig. 1C–D). The weight of the prostate in the T + E2 group was significantly higher than that in the CON group (+ 148.16%, *P* < 0.01, Fig. 1E), and similarly, the relative prostate index in the T + E2 group also increased (+ 184.22%, *P* < 0.01, Fig. 1F). The urethral length of the prostatic portion in the mice in the T + E2 group was increased (+ 85.90%, *P* < 0.0001, Fig. 1G). The volume of the bladder upon filling was significantly higher in the T + E2 group (+ 905.02%, *P* < 0.0001, Fig. 1H), and two mice with bladder stones and hydronephrosis were found in the T + E2 group (Fig. 1I–J).

**Fig. 2:**
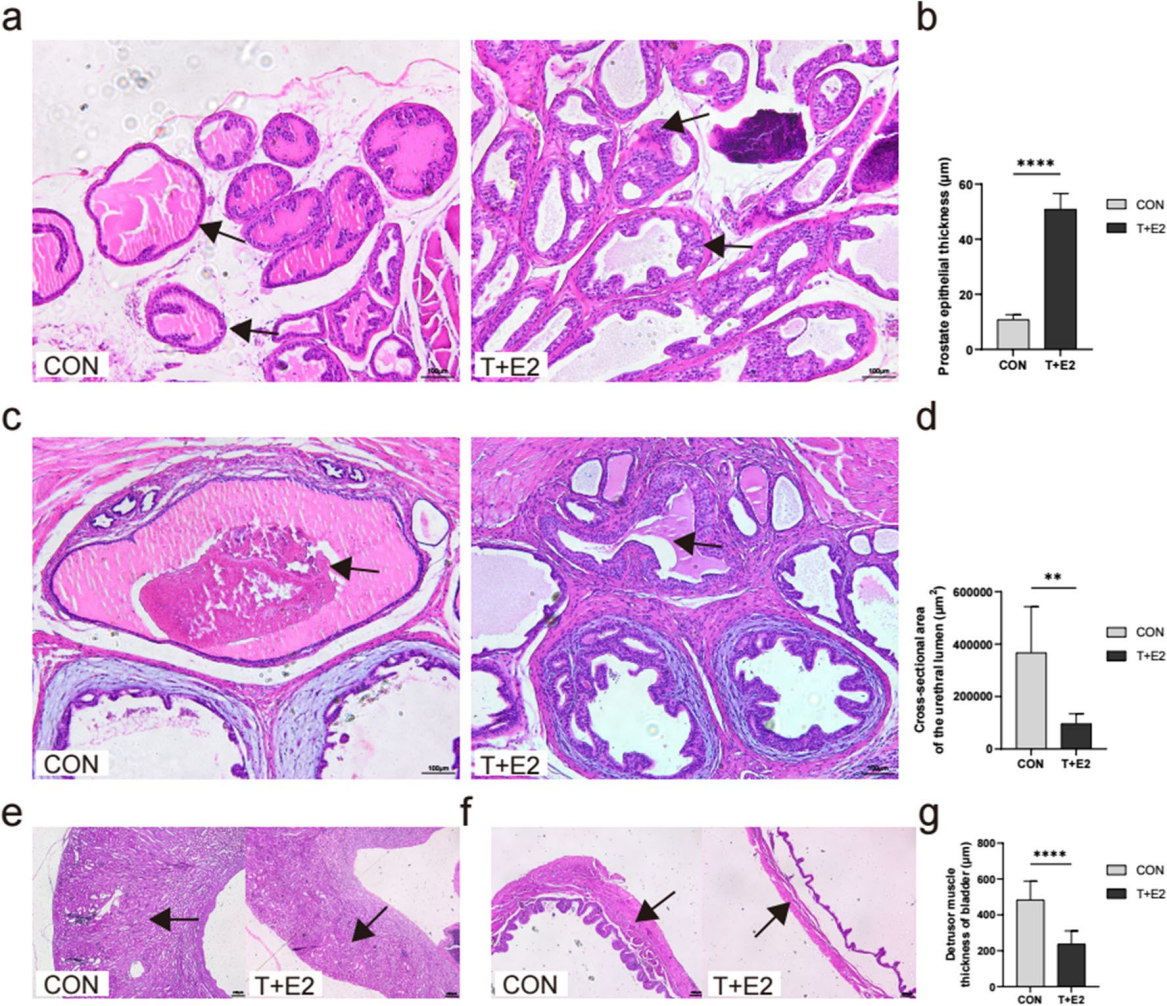
Pathological examination of prostate in mice. **A** Comparisons of HE staining images of prostate tissues between CON and T + E2 group (arrow head: prostate epithelial cells; scale bar = 100 μm); **B** compared with CON group, the thickness of prostate epithelial cells in T + E2 group increased significantly; **C** comparison of the urethral lumen in prostate between the CON and T + E2 groups (arrow head: urethral lumen; scale bar = 100 μm); **D** compared with CON group, the cross-sectional area of the urethral cavity in T + E2 group was significantly reduced; **E** comparison of renal parenchymal thickness between the CON and T + E2 groups (arrow head: renal parenchyma; scale bar = 200 μm); **F** comparison of bladder detrusor between the CON and T + E2 groups (arrow head: bladder detrusor; scale bar = 200 μm); **G** compared with CON group, the detrusor muscle of bladder in T + E2 group was significantly thinner. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns, not significant

**Fig. 3:**
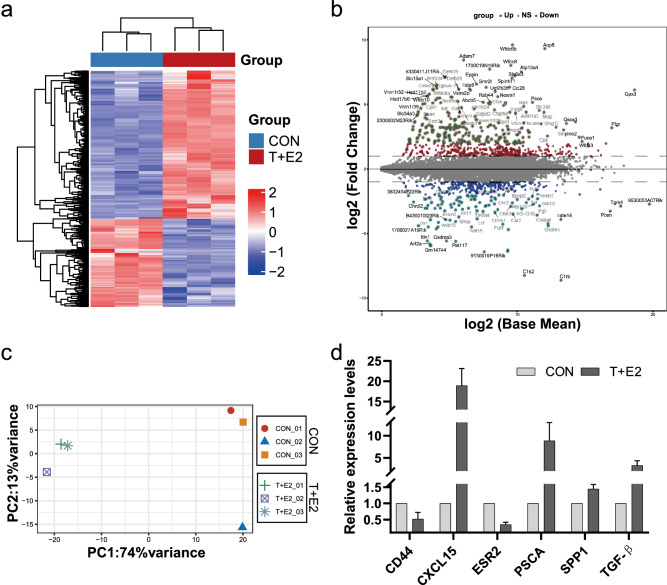
Results of gene expression profile identification and validation of DEGs. **A** Heatmap diagram of DEGs between the CON and T + E2 groups. **B** Volcano plots showing DEGs (the horizontal dotted line marks log2-fold changes of 1 or -1). **C** PCA plot showing the clustering of the samples using all DEGs. **D** Six differentially expressed genes were validated by qRT‒PCR

**Fig. 4:**
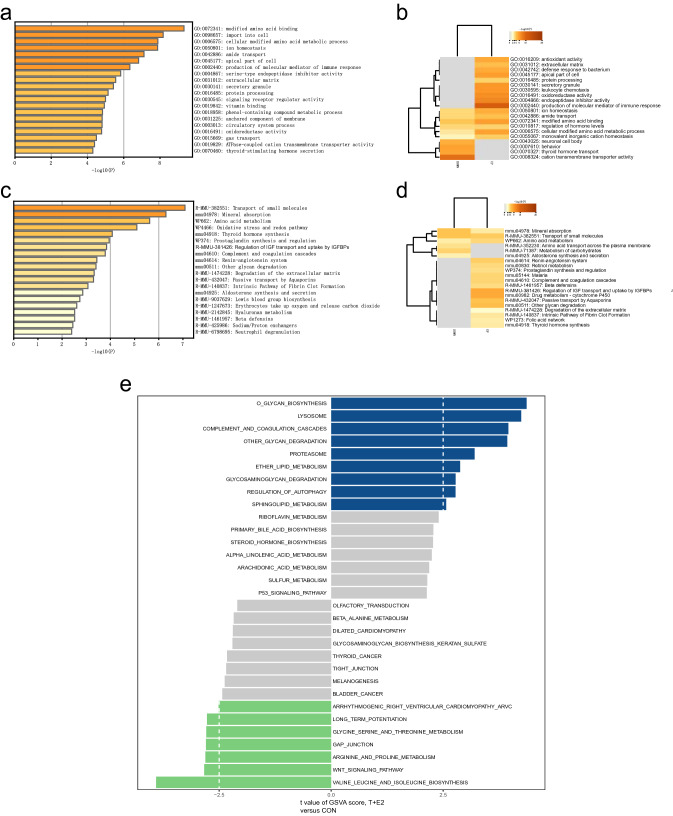
Functional annotation and pathway enrichment analysis. **A** Bar graph of the top 20 enriched significant GO terms (Values represent-log10 p values); **B** GO enrichment analysis of upregulated and downregulated DEGs (Values represent-log10 p values); **C** bar graph shows the top 20 pathways (Values represent-log10 p values); **D** pathway enrichment analysis of upregulated and downregulated DEGs (Values represent-log10 *P* values); **E** bar plot of pathway score calculated by GSVA for the CON group and T + E2 group

**Fig. 5:**
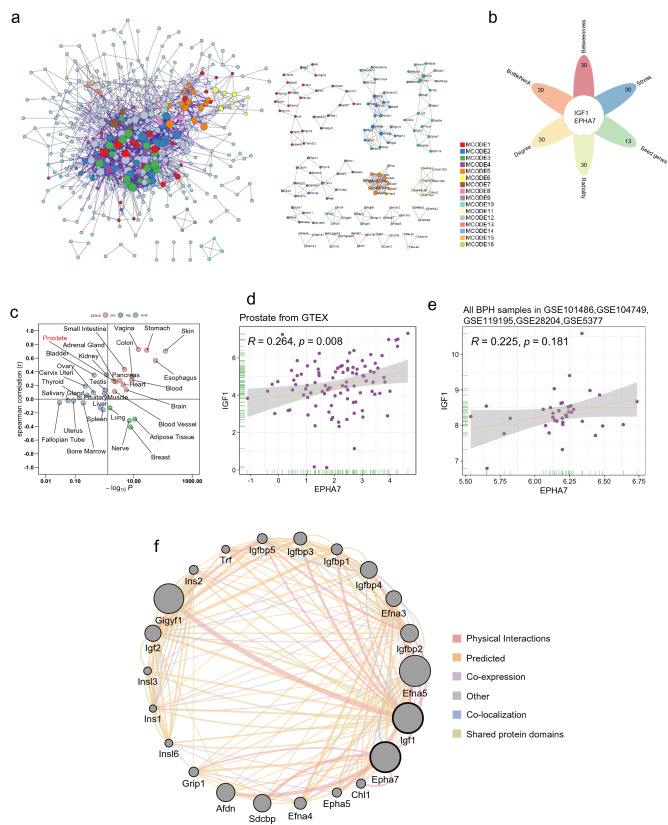
PPI network of the DEGs was generated, and hub genes were analysed. **A** The PPI network and the 16 most significant MCODE components. **B** Flower plot shows the hub genes obtained by 6 algorithms. **C** A comparison of the expression levels of the hub genes in different normal tissues. **D** Scatterplot shows a positive correlation between IGF1 and EPHA7 expression levels in prostate tissue from the GTEx database (*P* = 0.008); **E** Scatterplot shows a positive correlation between IGF1 and EPHA7 expression levels in the prostate of BPH patients from the GEO database (*P* = 0.181); **F** GeneMANIA network: black circles represent inputs into GeneMANIA, and grey circles correspond to GeneMANIA proposed hubs

**Fig. 6:**
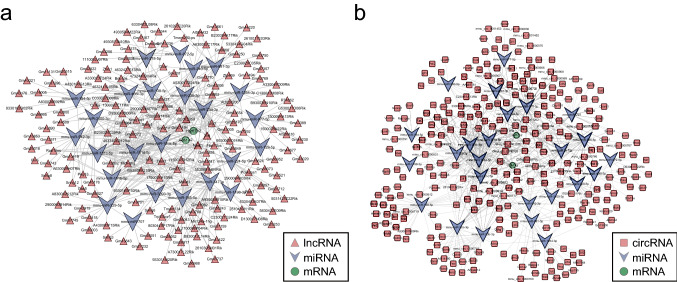
Generation of ceRNA interaction network. **A** lncRNA‒miRNA-mRNA ceRNA regulatory network; **B** circRNA-miRNA‒mRNA ceRNA regulatory network

### T + E2 treatment causes BPH pathological features

After 12 weeks of treatment with T + E2 slow-release pellets, the epithelial cells of the prostate gland in mice had significantly proliferated, the cytoplasm was full, there were epithelial nodules and an accumulation of epithelial cells, and the lumen of the prostatic ducts was also relatively smaller (Fig. 2A). The epithelial thickness of the prostate gland in the T + E2 group was significantly greater than that in the CON group (+ 369.71%, *P* < 0.0001, Fig. 2B). The urethral opening was relatively narrower in the T + E2 group than in the CON group, with signs of extraluminal compression of the urethral lumen (Fig. 2C) and a reduction in urethral cross-sectional area of approximately 73.83% (*P* < 0.01, Fig. 2D). The parenchymal thickness of the hydronephrotic kidney in the T + E2 group tended to lower than that in the CON group (Fig. 2E). In the T + E2 group, the bladder detrusor was significantly thinner (Fig. 2F) than that in the CON group, with a reduction in thickness of approximately 50.83% (*P* < 0.0001, Fig. 2G).

### DEG analysis and verification

Overall, there were 833 mRNAs with significantly different expression between the T + E2 group and the CON group (Table S2), including 523 upregulated (Table S3) and 310 downregulated mRNAs (Table S4). 

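The prostates of 3 mice that had carried slow-release pellets of testosterone and oestradiol for 12 weeks (T + E2 group) and of 3 control mice (CON group) were sequenced as RNA. For each of 34745 genes and each mouse, the authors deposited the number of reads counted on the gene, without normalization, and the FPKM, which divides that number by the length of the gene and by the depth of the library. The paper's text does not name the aligner, the counting program or the annotation. The gene coordinates in the deposited table lie on mouse genome build GRCm38. Reads counted on genes totalled 14819273, 14846522 and 16026544 in the CON mice and 15135003, 16555549 and 14816146 in the T + E2 mice. A count of 3, taken as the smallest amount that could be told from none, was worth 0.181 to 0.202 counts per 1000000 in these libraries, and this limit covers counting error only. Each mouse was kept as a replicate, since the mice are separate animals. The counts of every pair of mice within a group differed by more than sampling noise, with a chi-square of 17.6 to 38.4 per degree of freedom. Separate animals would differ in this way in any case, so the comparison does not decide the choice of replicates. Counts were scaled between libraries by the TMM method, and the 15580 genes with enough counts were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Values of single genes are given as TMM-normalized counts per 1000000 (CPM), and a positive log2 fold change means higher expression in the T + E2 group. With the thresholds of the paper, an adjusted p under 0.05 and an absolute log2 fold change over 1, 1191 genes were DEGs, of which 665 were upregulated and 526 downregulated. For 1188 of them all 3 T + E2 values lay on one side of all 3 CON values. Among all tested genes this held for 6348 genes, or 40.7%, where chance alone gives 10%. Genes measured in the same mice are not independent, so this share is not a test. The number of DEGs moved most when the threshold on the fold change was dropped, to 3061, and the lowest number, 561, came from limma on log2(FPKM + 1).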

Hierarchical clustering heatmaps (Fig. 3A) and volcano plots (Fig. 3B) show the differences in gene expression between the two groups. 

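DEGs whose groups did not overlap were ranked by edgeR's log2 fold change. The 5 with the largest rise were Gm12888, Gm16150, Adam7, Wfdc6b and Aqp8. Aqp8 (aquaporin 8, chromosome 7 of GRCm38, 123462291 to 123468004) had 548.5 ± 122.8 CPM (SD, n = 3) in the T + E2 group and 0.765 ± 0.547 CPM (SD, n = 3) in the CON group, a log2 fold change of 9.48 (standard error 0.39, adjusted p = 8.03e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 4 had no more than 3 counts in any CON mouse, so only a lower bound of their rise can be given. Expression was at least 1150-fold higher for Gm12888, at least 540-fold for Wfdc6b, at least 183-fold for Gm16150 and at least 43-fold for Adam7. Their place in the ranking rests on edgeR's fitted value. The measured rise of Wfdc8, given below, exceeds the bounds of Gm16150 and Adam7. The transcript of Gm12888 is 92.5% identical to that of Gm12887 over the aligned bases, and that of Wfdc6b is 92.1% identical to Wfdc6a, so reads could have been split between these genes. Gm16150 lies within Aff3 on the opposite strand, and the paper's text does not say whether counting used the strand. Wfdc8 (chromosome 2, 164596458 to 164613626), which overlaps Wfdc6b over 105 bases on the opposite strand, rose by 8.08 on the log2 scale (standard error 0.14, adjusted p = 9.99e-08 from edgeR). By the same ranking, the largest falls were those of C1rb, C1s2, RP23-477O13.1, Gm14744 and Art2a-ps. C1rb (chromosome 6, 124570294 to 124581171) fell from 1252 ± 178.7 to 2.78 ± 1.82 CPM (SD, n = 3 in each group), and C1s2 (chromosome 6, 124624625 to 124636085) from 192.6 ± 21.4 to 0.614 ± 0.0727 CPM. Their transcripts are 97.9% and 96% identical to those of the neighbouring C1ra and C1s1 over the aligned bases, and reads could be shared. Counts summed over each pair fell by 4.69 on the log2 scale for C1rb with C1ra and by 1.33 for C1s2 with C1s1. In the T + E2 group RP23-477O13.1, Gm14744 and Art2a-ps had no counts, against a CON mean of 1.61, 1.59 and 1.54 CPM, and were at least 8.16-fold, 8.08-fold and 7.81-fold lower. Their place in the ranking also rests on the fitted value. The fall of the lincRNA Gm37223 (-6.42 on the log2 scale) exceeds these bounds. The transcript of Gm14744 is 99.1% identical to that of 5430402E10Rik. Among highly expressed genes, Pbsn (probasin) changed by -3.29, Tgm4 by -2.91 and 9530053A07Rik by -2.87 on the log2 scale (adjusted p = 2.45e-05, 0.000158 and 0.00107 from edgeR's test), whereas Pigr rose by 3.21 (adjusted p = 3.06e-05).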

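Principal components were computed from the log2 CPM of the DEGs, each gene centred on its mean. The first component (PC1) held 91.6% of the variance and the second (PC2) 3.09%. On PC1 the CON mice lay at -38.25, -36.59 and -39.92 and the T + E2 mice at 38.93, 41.25 and 34.59. On PC2 one mouse of the T + E2 group, replicate 1, lay at 13.22, and the other 5 mice lay between -7.46 and 4.74. Because DEGs are chosen for their difference between the groups, the share of PC1 was also computed without that choice. PC1 moved most when all tested genes were used, to 62% of the variance, and PC2 then held 12.1%. With the 500 genes of highest variance, PC1 held 70.3% and PC2 12.5%, and the CON mice were spread along PC2 at 24.78, -23.93 and 1.78, while the T + E2 mice lay at 2, 1.66 and -6.29.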

In PCA clustering analysis, samples obtained within the same group were more tightly clustered, and there were significant expression differences between the two groups (Fig. 3C). Samples from the same group were strongly correlated with each other, with significant differences between different groups (Fig. S1). 

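Pearson's correlation of log2 CPM over all tested genes averaged 0.979 between mice of the T + E2 group and 0.9748 between mice of the CON group. Pairs with a mouse from each group averaged 0.9348. Correlations within a group ranged from 0.9702 to 0.9796 and those between groups from 0.9262 to 0.9427, so the ranges did not overlap. These are correlations across genes, which are not independent replicates. The mean within groups exceeded the mean between groups by 0.0421, the largest difference among the 10 ways of splitting the 6 mice into groups of 3 (exact permutation test, p = 0.1, the smallest p this design allows). The difference moved most, to 0.0586, when only genes with an FPKM of at least 1 in at least 3 samples were used.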

To further validate the sequencing results, the levels of 6 randomly selected mRNAs were measured using qRT‒PCR, and the difference between the two groups was significant (*P* < 0.05) and followed the same trend as the sequencing results, suggesting accurate and reliable sequencing results.

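In the sequencing data, 5 of the 6 genes chosen for qRT-PCR were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under limma on log2(FPKM + 1), Cd44 (log2 fold change -0.74), Esr2 (-0.6) and Spp1 (0.63) kept their direction but missed the threshold on the fold change. Cd44 (chromosome 2 of GRCm38, 102811141 to 102901665) was lower in the T + E2 group, at 16.7 ± 1.54 CPM against 35.6 ± 3.14 CPM in the CON group (SD, n = 3 in each), with a log2 fold change of -1.09 (standard error 0.11, adjusted p = 0.000584 from edgeR). Esr2 (chromosome 12, 76120419 to 76177259) was also lower, at 3.32 ± 0.134 against 7.62 ± 1.02 CPM, with a log2 fold change of -1.20 (standard error 0.18, edgeR adjusted p = 0.0033). Cxcl15 (chromosome 5, 90794534 to 90803067) was higher, at 25.8 ± 11.3 against 4.32 ± 1.11 CPM, with a log2 fold change of 2.58 (standard error 0.35, edgeR adjusted p = 0.0021). Psca (chromosome 15, 74714839 to 74717069) rose from 5.34 ± 6.42 to 282 ± 87.9 CPM, a log2 fold change of 5.72 (standard error 0.75, edgeR adjusted p = 0.00178), and its CON counts of 20, 194 and 31 varied widely. When single mice were left out, the log2 fold change of Psca ranged from 5.27 without CON replicate 1 to 7.41 without CON replicate 2. Spp1 (chromosome 5, 104435118 to 104441050) rose from 3.02 ± 1.21 to 7.71 ± 1.56 CPM, a log2 fold change of 1.35 (standard error 0.3, edgeR adjusted p = 0.0183). With each mouse left out in turn, the adjusted p of Spp1 from edgeR ranged from 0.00776 to 0.0662, and 3 of the 6 fits no longer passed the thresholds. The table of primers was not used here, so all 3 TGF-β genes are given. Tgfb1 (chromosome 7, 25687002 to 25705077) had 21.8 ± 2.51 against 16 ± 3.18 CPM, a log2 fold change of 0.44 with an edgeR adjusted p of 0.0928 over all genes. Tgfb2 (chromosome 1, 186622792 to 186705989) changed by -0.82 (edgeR adjusted p = 0.00117) and Tgfb3 (chromosome 12, 86056744 to 86079041) by -0.28 (edgeR adjusted p = 0.0889), so none of the 3 passed both thresholds.

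**Figure D1:**
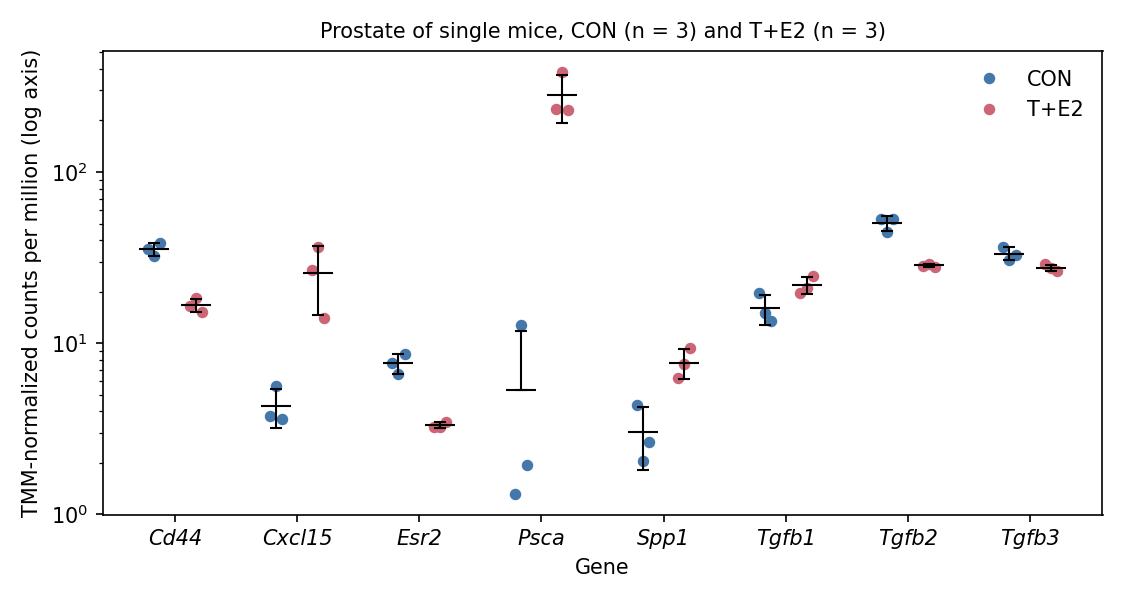
TMM-normalized counts (CPM) on a log axis for Cd44, Cxcl15, Esr2, Psca, Spp1, Tgfb1, Tgfb2 and Tgfb3 in the prostates of the CON group and the T + E2 group, with 1 point per mouse, a black dash for the mean and bars for ± SD (n = 3). For Psca in the CON group the SD exceeds the mean, so only the upper bar is drawn. For each of these genes the 3 T + E2 mice lie on one side of the 3 CON mice.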

### Functional annotation and pathway enrichment analysis

GO analysis showed that the DEGs were mainly enriched in modified amino acid binding, import into the cell, cellular-modified amino acid metabolic process, ion homeostasis, and amide transport (Fig. 4A, Table S5). 

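GO terms were not used here, and families of genes defined by their symbols took their place, with 25 families and 50 tests of upregulated or downregulated DEGs by a one-sided Fisher's exact test against the 15580 tested genes. After Benjamini-Hochberg adjustment, 8 tests passed a threshold of 0.05, and the lowest number under another setting was 5, with limma on log2(FPKM + 1). Glutathione S-transferases, which bind the modified amino acid glutathione, had 3 of 19 tested members among the upregulated DEGs, where 0.811 would be drawn by chance (adjusted p = 0.205 by Fisher's exact test). These 3 were Gsta2 with a log2 fold change of 2.41, Gsta4 with 1.62 and Gsto1 with 1.41 (adjusted p = 0.00107, 0.00369 and 0.000243 from edgeR). The transcript of Gsta2 is 97.2% identical to that of Gsta1 over the aligned bases, so reads could have been split between them.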

Enrichment analysis of the upregulated and downregulated genes revealed that the upregulated DEGs were mainly enriched in the production of molecular mediator of immune response, endopeptidase inhibitor activity, and oxidoreductase activity, while the downregulated DEGs were mainly enriched in cation transmembrane transporter activity, thyroid hormone transport, and neuronal cell body. 

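Among the upregulated DEGs were 31 of the 138 tested immunoglobulin genes, where 5.89 would be drawn by chance (adjusted p = 8e-13 by Fisher's exact test). Immunoglobulin segments resemble each other, so reads could be shared between them. Endopeptidase inhibitors of the WAP four-disulfide core family contributed 7 of 10 tested members (adjusted p = 6.71e-07 by Fisher's exact test) and the Kazal-type family 3 of 5 (adjusted p = 0.00518). Eppin, of the first family, had 16.6 ± 3.54 CPM (SD, n = 3) in the T + E2 group against 0.149 ± 0.158 CPM (SD, n = 3) in the CON group, and Spink11, of the second, 102.4 ± 39 against 0.69 ± 0.332 CPM. Serpins were not enriched, with 2 of 16 members (adjusted p = 0.368 by Fisher's exact test). Of genes with oxidoreductase activity, 5 of the 29 tested cytochrome P450 genes were upregulated DEGs (adjusted p = 0.0442 by Fisher's exact test), but 3 of 4 other settings and 5 of 6 fits that each left out one mouse did not pass (0.0389 to 1 over the alternatives). Hydroxysteroid and aldehyde dehydrogenases had 3 of 30 members among them. The downregulated DEGs included 25 of 273 tested solute carriers, where 9.22 would be drawn by chance (adjusted p = 7.87e-05 by Fisher's exact test).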

Up- and downregulated genes were mainly coenriched in ion homeostasis, amide transport, modified amino acid binding, regulation of hormone levels, and cellular modified amino acid metabolic process (Fig. 4B, Table S6).

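Solute carriers were also found among the upregulated DEGs, with 16 members, and did not pass (adjusted p = 0.367 by Fisher's exact test), except without CON replicate 2 (21 members, 0.0285, and 0.0285 to 1 over the alternatives). The families of amino acid transporters Slc1, Slc6, Slc7, Slc36, Slc38 and Slc43 had 2 of 42 tested members among the upregulated and 7 among the downregulated DEGs (adjusted p = 0.932 and 0.00387 by Fisher's exact test). For the downregulated the adjusted p of Fisher's exact test ranged from 0.00391 to 0.34 over the alternatives, and 3 of 4 other settings and 4 of 6 fits that each left out one mouse did not pass. Among genes that act on hormone levels, Dio2, which encodes a deiodinase of thyroid hormone, rose from 2.76 ± 0.672 to 13.6 ± 3.62 CPM (SD, n = 3 in each group), a log2 fold change of 2.30 (standard error 0.27, adjusted p = 0.00103 from edgeR's quasi-likelihood test).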

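KEGG and WikiPathways sets were not used here, and 20 mouse Reactome sets whose names match pathways of the paper took their place. They were tested for all, upregulated and downregulated DEGs, in 60 one-sided Fisher's exact tests with Benjamini-Hochberg adjustment, against the 5043 tested genes that occur in any Reactome set, of which 358 were DEGs. An adjusted p under 0.05 was reached in 19 tests, and the number moved most under limma on log2(FPKM + 1), to 9. Transmembrane transport of small molecules had the lowest adjusted p of the 60 tests, with 62 DEGs among 388 members where 27.5 would be drawn by chance (adjusted p = 1.8e-08 by Fisher's exact test). The members with the largest change included Atp13a4, which rose from 0.871 ± 0.452 to 164.9 ± 33.4 CPM (SD, n = 3 in each group), and Slc9a3, which rose from 0.719 ± 0.36 to 118.6 ± 43.9 CPM. Slc15a1 had no counts in the CON group and was at least 10.9-fold higher in the T + E2 group. Metabolism of amino acids and derivatives held 17 DEGs among 152 members (adjusted p = 0.0974 by Fisher's exact test). Synthesis of prostaglandins and thromboxanes held 4 among 15 (adjusted p = 0.0546 by Fisher's exact test), among them Ptgs1 with a log2 fold change of -1.59 and Ptges with 1.28 (adjusted p = 9.8e-05 and 0.000169 from edgeR).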

The results of KEGG enrichment analysis showed that the DEGs were mostly enriched in transport of small molecules, mineral absorption, amino acid metabolism, oxidative stress, redox pathway, prostaglandin synthesis, and regulation (Fig. 4C, Table S7). 

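In the Reactome set on the transport and uptake of insulin-like growth factor by its binding proteins, 5 of 15 tested members were upregulated DEGs, where 0.622 would be drawn by chance (adjusted p = 0.00149 by Fisher's exact test). Of these, Klk1b24 had 29.9 ± 4.01 CPM (SD, n = 3) in the T + E2 group against 0.843 ± 0.101 CPM (SD, n = 3) in the CON group. Klk1b21 and Klk1b27 had no more than 3 counts in any CON mouse and were at least 10.4-fold and 13.4-fold higher, and the kallikrein genes of this cluster are similar enough for reads to be shared between them. Of 6 aquaporins in the set on passive transport, 4 were upregulated (adjusted p = 0.000483 by Fisher's exact test), and limma on log2(FPKM + 1) called 2 of them, which did not pass (adjusted p over the alternatives from 0.000248 to 0.0565 by Fisher's exact test). Besides aquaporin 8 these were Aqp9, Aqp5 and Aqp11, with log2 fold changes of 2.23, 1.80 and 1.79. Amino acid transport across the plasma membrane had 4 downregulated DEGs among 27 members (adjusted p = 0.0303 by Fisher's exact test), and limma on log2(FPKM + 1) and 3 of the 6 fits that each left out one mouse did not pass (0.000424 to 0.145 over the alternatives). Metabolism of carbohydrates had 10 downregulated DEGs among 215 members, where 6.35 would be drawn by chance (adjusted p = 0.219 by Fisher's exact test). The largest fall in that set was that of Lct, from 16.2 ± 3.9 to 1.08 ± 0.402 CPM (SD, n = 3 in each group).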

KEGG enrichment analysis of the up- and downregulated DEGs also revealed that the upregulated DEGs were mainly enriched in the regulation of insulin-like growth factor (IGF) transport and uptake by insulin-like growth factor binding proteins (IGFBPs), passive transport by aquaporins, and other glycan degradation, while the downregulated DEGs were mainly enriched in amino acid transport across the plasma membrane, metabolism of carbohydrates, and aldosterone synthesis and secretion. 

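The 62 DEGs of the small molecule transport set were divided evenly, with 31 upregulated (adjusted p = 0.00149 by Fisher's exact test) and 31 downregulated (adjusted p = 5.76e-06). Under limma on log2(FPKM + 1) neither direction passed, with genes at an FPKM of at least 1 in at least 3 samples the upregulated did not (0.0689), and over all alternatives the adjusted p of Fisher's exact test ranged from 0.000396 to 0.09 for the upregulated and from 5.76e-06 to 0.108 for the downregulated DEGs. Amino acid metabolism held 10 upregulated and 7 downregulated DEGs (adjusted p = 0.218 and 0.324 by Fisher's exact test). Among its members, Hal (histidine ammonia-lyase) rose by 3.28 and Agxt2 by 2.97 on the log2 scale (adjusted p = 0.00239 and 0.000237 from edgeR).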

The up- and downregulated DEGs were mainly coenriched in mineral absorption, transport of small molecules, and amino acid metabolism (Fig. 4D, Table S8).

GSEA was performed for GO and KEGG analysis, and the results showed that the main terms were regulation of endopeptidases and peptidases and the complement and coagulation cascade pathways (Fig. S2–S3, Tables S9–10).

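The sets and families were also tested with all tested genes ranked by the signed root of edgeR's F statistic, using limma's cameraPR with Benjamini-Hochberg adjustment over 45 sets. Of these, 12 passed an adjusted p of 0.05, all with higher expression in the T + E2 group, and the number moved most under limma on log2(FPKM + 1), to 17. When the mice were regrouped so that each group mixed CON and T + E2 mice, up to 7 sets passed although there were 0 DEGs. Each regrouped group still held more mice of one treatment than of the other, so part of the treatment difference may have remained. The regrouping therefore cannot show whether a set passes this test without a difference between the groups. The WAP four-disulfide core family of peptidase inhibitors had the lowest adjusted p from limma's cameraPR (1.87e-32), with a median log2 fold change of 1.71 and 8 of 10 members higher. Kazal-type inhibitors had 5 of 5 members higher, with a median of 1.79 (limma cameraPR adjusted p = 1.66e-05). Serpins had 11 of 16 members higher, with an adjusted p of 0.124 from limma's cameraPR. For the clotting cascade, 14 of 18 members were higher, with a median log2 fold change of 0.39 (limma cameraPR adjusted p = 7.15e-06). Serpine2 rose from 149.5 ± 9.76 to 1236 ± 152 CPM (SD, n = 3 in each group), whereas F2 (prothrombin) had a log2 fold change of -2.29 (edgeR adjusted p = 0.00837) on 3 to 25 counts per mouse. The complement cascade had a median log2 fold change of 0.53 and 16 of 22 members higher, but its mean statistic was below that of the other genes and the set did not pass (limma cameraPR adjusted p = 0.462). Its members include C1rb and C1s2, which fell. Counted by DEGs, 5 complement members were upregulated and 2 downregulated (adjusted p = 0.00738 and 0.282 by Fisher's exact test), and the adjusted p for the upregulated ranged from 0.00149 to 0.268 over the alternatives. In the wider family of complement components, 5 of 34 tested members were upregulated, which did not pass (adjusted p = 0.0773 by Fisher's exact test).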

GSVA scores for GO items were high for positive regulation of cholesterol esterification (biological process (BP)), cellular response to insulin-like growth factor stimulus (BP), endoplasmic reticulum tubular network membrane (cellular component (CC)), phospholipid translocating ATPase complex (CC), and phosphate ion transmembrane transporter activity (molecular function (MF)) in the T + E2 group. 

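GSVA scores of GO sets were not computed here. In the ranking test, the Reactome set on insulin-like growth factor transport and uptake had 11 of 15 members higher in the T + E2 group, with a median log2 fold change of 0.37 (adjusted p = 0.0102 from limma's cameraPR). Of the phosphate transporters, Slc34a3 (chromosome 2 of GRCm38, 25228898 to 25234364) had 14, 13 and 12 counts in the T + E2 mice and 0 in every CON mouse, and its expression was at least 4.38-fold higher (adjusted p = 0.00311 from edgeR's quasi-likelihood test). These counts are close to the detection limit. Slc34a2 of the same family, named here after its values were seen, changed in the other direction, with a log2 fold change of -1.23 (edgeR adjusted p = 0.00276).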

In the CON group, mitochondrial translational elongation (BP), positive regulation of 3’UTR-mediated mRNA stabilization (BP), elastic fibre (CC), cell body fibre (CC), and leucine transmembrane transporter activity (MF) were scored high via GSVA (Fig. S4-A, B, C, Tables S11–13).

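Mitochondrial translation elongation did not differ between the groups in the ranking test, with a median log2 fold change of 0.03 over 82 members, 48 of them higher in the T + E2 group (adjusted p = 0.919 from limma's cameraPR). The 77 mitochondrial ribosomal proteins gave a median of 0.04 (limma cameraPR adjusted p = 0.879). The mean difference of the translation set from the other genes was so small that it changed sign under several settings. Amino acid transport across the plasma membrane, which includes leucine transporters, had a median log2 fold change of -0.22, with 11 of 27 members higher in the T + E2 group (limma cameraPR adjusted p = 0.124).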

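In the ranking test, O-linked glycosylation of mucins had 26 of 31 members higher in the T + E2 group, with a median log2 fold change of 0.49 (adjusted p = 0.0153 from limma's cameraPR), and the GalNAc transferases had 16 of 20 members higher, with a median of 0.29 (limma cameraPR adjusted p = 0.0256, and 0.0137 to 0.0705 over the alternatives). Of 13 cathepsins, which are proteases of the lysosome, 12 were higher, with a median log2 fold change of 0.49 (limma cameraPR adjusted p = 2.25e-06). Ctse rose from 2.06 ± 1.24 to 64.2 ± 9.4 CPM (SD, n = 3 in each group). Ctsb rose from 315.8 ± 7.68 to 1040 ± 109 CPM, and it overlaps Fdft1, which also rose, on the opposite strand. Proteasome subunits had 37 of 43 members higher but a median change of only 0.22 on the log2 scale, with a limma cameraPR adjusted p of 0.038 that ranged from 0.00171 to 0.148 over the alternatives. The 19 autophagy-related genes did not differ, with 9 higher and a median log2 fold change of -0.02 (limma cameraPR adjusted p = 0.919).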

GSVA suggested that o-glycan biosynthesis, lysosome, complement and coagulation cascades, proteasome, and regulation of autophagy were scored high in the T + E2 group. 

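Sets on Wnt signalling, gap junctions and the catabolism of branched-chain amino acids were tested in the same ranking, but none on the biosynthesis of these amino acids, and in none was the difference between the groups larger than expected from the other genes. Branched-chain amino acid catabolism had 7 of 17 members higher in the T + E2 group and a median log2 fold change of -0.18 (adjusted p = 0.351 from limma's cameraPR). Signaling by Wnt had a median of -0.01 over 204 members (limma cameraPR adjusted p = 0.825). Single members moved in both directions, with Sfrp2 falling by 1.51 and Wnt5a rising by 1.95 on the log2 scale (adjusted p = 0.0077 and 6.58e-05 from edgeR). Gap junction trafficking had 2 of 9 members higher and a median log2 fold change of -0.11 (limma cameraPR adjusted p = 0.668).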

In the CON group, valine, leucine, and isoleucine biosynthesis; Wnt signalling pathway; arginine and proline metabolism; gap junctions; and glycine serine and threonine metabolism were highly scored (Fig. 4E, Table S14).

### Construction of the PPI network and analysis of hub genes

The PPI networks constructed using Metascape, with 479 nodes and 1607 edges, were also divided into 16 significant modules based on different GO clusters (Fig. 5A, Table S15) and the genes in each module (Table S16). Module 5 was the most central module associated with antioxidant activity. Previous studies have demonstrated a close relationship between antioxidant activity and BPH [45]. All 13 genes from module 5 had the highest Macode score of the top 13, and the genes from module 5 were also used to generate the subsequent ceRNA network. 

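The gene list of module 5 was not used here, and the glutathione peroxidases and peroxiredoxins stand for antioxidant genes. Gpx3 (glutathione peroxidase 3, chromosome 11 of GRCm38, 54902453 to 54910377) rose from 749.5 ± 103 to 52610 ± 7810 CPM (SD, n = 3 in each group), a log2 fold change of 6.13 (standard error 0.18, adjusted p = 2.29e-06 from edgeR's quasi-likelihood test). It took 4.77 to 5.89% of all counts in the T + E2 mice. Prdx6 (chromosome 1, 161240112 to 161251219) changed in the other direction, from 2609 ± 464 to 648.9 ± 92.8 CPM, a log2 fold change of -2.01 (standard error 0.17, edgeR adjusted p = 0.000188). Its transcript is 94.4% identical to Prdx6b over the aligned bases, which are 5.59% of it. Gpx1 (chromosome 9, 108338903 to 108340343) also fell, from 230.7 ± 19.3 to 96.7 ± 11.3 CPM, a log2 fold change of -1.25 (standard error 0.12, edgeR adjusted p = 0.000298). These 3 were the DEGs among 13 tested members.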

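Igf1 (ENSMUSG00000020053) lies on chromosome 10 of GRCm38 from 87858265 to 87937042 and has 8 exonic regions in the annotation. It had 128.9 ± 26.8 CPM (SD, n = 3) in the T + E2 group and 52.4 ± 11.1 CPM (SD, n = 3) in the CON group, a log2 fold change of 1.30 (standard error 0.19, adjusted p = 0.00277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn, its log2 fold change stayed between 1.12 and 1.48. Epha7 (ENSMUSG00000028289) lies on chromosome 4 from 28813131 to 28967499, with 19 exonic regions. It rose from 2.87 ± 0.458 to 17.1 ± 3.67 CPM, a log2 fold change of 2.57 (standard error 0.21, edgeR adjusted p = 0.000187). Both genes were higher in every T + E2 mouse than in every CON mouse (exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). On the log2(FPKM + 1) scale, which understates changes of weakly expressed genes, Epha7 changed by 0.94 and no longer passed the threshold on the fold change.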

Next, we used the five algorithms in Cytoscape’s plugin “Cytohubba” to identify the top 30 genes for each and the key genes IGF1 and EPHA7 that were shared with the seed genes of the 16 important modules (Fig. 5B). In normal tissues obtained from the GTEx dataset, the levels of these 2 genes showed different correlations in different tissues (Fig. 5C), with a significant positive correlation between the levels of these 2 genes in prostate tissue (*P* < 0.05, Fig. 5D). We further examined the transcriptional data obtained from all BPH samples from 5 datasets (37 samples in total) from GEO and found a positive but nonsignificant correlation between the levels of 2 genes (*P* > 0.05, Fig. 5E, Table S17). A network of Igf1 and Epha7 interactions was generated using the genemania plugin in Cytoscape, and the 2 genes were found to be linked in various ways, including physical interactions, prediction, and coexpression.

### Construction of the ceRNA network

To explore the molecular regulatory mechanisms of DEmRNAs within the module of interest, lncRNA‒miRNA-mRNA and circRNA-miRNA‒mRNA regulatory networks were established. lncRNA-related ceRNA networks were generated, involving 199 molecules and 445 interactions, including those of 2 DEmRNAs, 172 predicted lncRNAs, and 25 predicted miRNAs (Fig. 6A, Tables S18–19). The other circRNA-associated ceRNA network, involving 300 genes and 608 interactions, included 2 DEmRNAs, 273 predicted circRNAs, and 25 predicted miRNAs (Fig. 6B, Tables S18, 20). ceRNA networks can enable an understanding of the regulatory relationships of these key genes and help discover more potential biological targets. 

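Hsd17b2 (hydroxysteroid 17-beta dehydrogenase 2, ENSMUSG00000031844) lies on chromosome 8 of GRCm38 from 117701946 to 117759029. Of the transcripts proposed to compete for its microRNA, Neat1 (chromosome 19, 5824708 to 5845478) is a lincRNA with 1 exonic region and had 787.3 ± 22.6 CPM (SD, n = 3) in the T + E2 group against 741.1 ± 120 CPM (SD, n = 3) in the CON group. Its log2 fold change was 0.09 (standard error 0.13, adjusted p = 0.676 from edgeR's quasi-likelihood test), within the spread of the mice. Counts of Snx5 (chromosome 2, 144250123 to 144270906) are counts of the whole gene and do not separate its circular RNA. Snx5 had 76 ± 13.2 against 62.6 ± 3.48 CPM, a log2 fold change of 0.28 (standard error 0.13, edgeR adjusted p = 0.177).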

For example, we focused on Hsd17b2, which could be regulated by miR-181a-5p, while lncRNA NEAT1 and circRNA Snx5 can regulate Hsd17b2 by competing for miRNA binding sites.

### Immune cell infiltration

Using the CIBERSORT algorithm, we compared the infiltration levels of 25 subsets of immune cells in the prostate tissues between the two groups and found that all samples were infiltrated by multiple types of immune cells; for example, plasma cells and monocytes were the predominant immune cells in all samples, while eosinophils were less represented (Fig. 7), but there was no significant difference in the proportion of individual types of infiltrating immune cells when the two groups were compared (*P* > 0.05, Fig. S5).

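CIBERSORT and its signature matrix were not used here, and marker genes of immune cells, listed by cell type, were tested in place of proportions. Of 6 tested plasma cell markers, 6 were higher in the T + E2 group and 1 was a DEG. Igha (heavy chain of IgA) had 330.5 ± 133 CPM (SD, n = 3) against 83.5 ± 28.8 CPM (SD, n = 3) in the CON group, a log2 fold change of 1.98 (standard error 0.33, adjusted p = 0.00494 from edgeR's quasi-likelihood test). Ighm had counts of 16367, 1024 and 1572 in the CON mice and 6852, 15187 and 14972 in the T + E2 mice, and with CON replicate 1 the highest of the 6 mice, the gene did not pass (log2 fold change 0.94, edgeR adjusted p = 0.512). CON replicate 1 was also the highest CON mouse for Igkc and Jchain, which had log2 fold changes of 1.28 and 1.14 (edgeR adjusted p = 0.145 and 0.16). Without CON replicate 1 the 3 genes passed, with log2 fold changes of 3.27, 2.34 and 2.01 (edgeR adjusted p = 0.00219, 0.00189 and 0.01, and up to 1, 0.321 and 0.377 over the alternatives). All 4 monocyte markers were higher, and none passed both thresholds, although Cd14 with a log2 fold change of 0.64 had an edgeR adjusted p of 0.0191. The 4 eosinophil markers had 0 to 12 counts per mouse, too few to be tested. Outside these cell types, Cd79b of the B cells rose from 0.741 ± 0.31 to 3.23 ± 0.799 CPM (log2 fold change 2.11, edgeR adjusted p = 0.00565). Mrc1 of the macrophages rose from 38.3 ± 8.33 to 84.1 ± 26.6 CPM (log2 fold change 1.14, edgeR adjusted p = 0.0135). It missed the threshold on the adjusted p without CON replicate 3 (edgeR, 0.0513) and under limma without a mean-variance trend (0.0552). Its log2 fold change was below the threshold without T + E2 replicate 2 (0.85) and under limma on log2(FPKM + 1) (0.95). Mcpt4 of the mast cells fell from 9.05 ± 1.79 to 3.24 ± 1.52 CPM (log2 fold change -1.47, edgeR adjusted p = 0.0191).

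**Figure D2:**
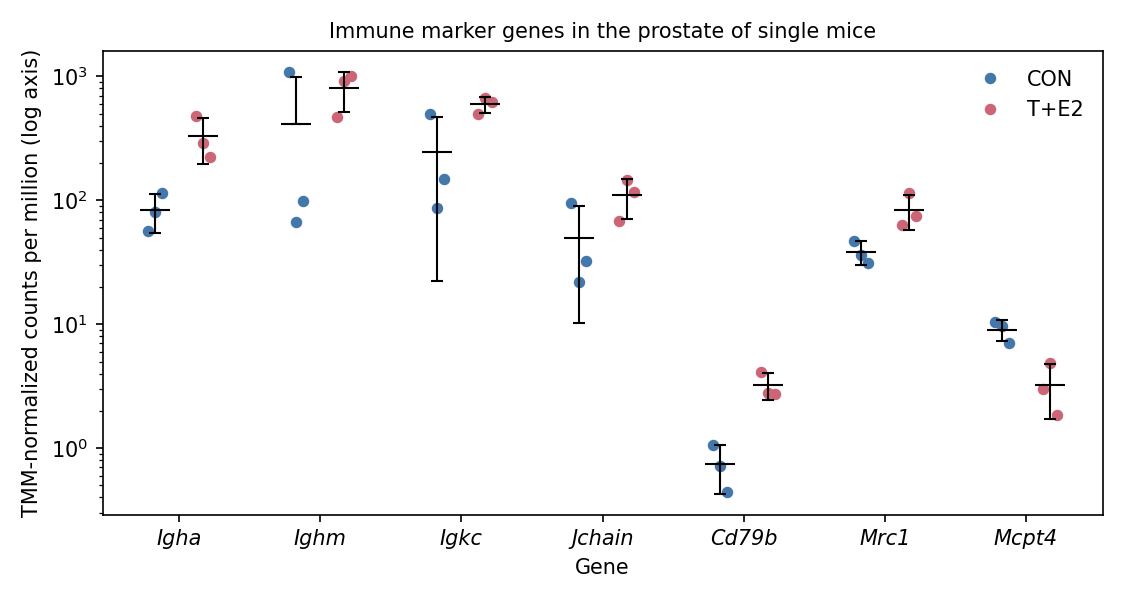
TMM-normalized counts (CPM) on a log axis for the immune marker genes Igha, Ighm, Igkc, Jchain, Cd79b, Mrc1 and Mcpt4 in the prostates of the CON group and the T + E2 group, with 1 point per mouse, a black dash for the mean and bars for ± SD (n = 3). For Ighm in the CON group the SD exceeds the mean, so only the upper bar is drawn. For Ighm, Igkc and Jchain the highest CON mouse lies above at least 1 of the T + E2 mice, whereas for the other 4 genes the groups do not overlap.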

**Fig. 7:**
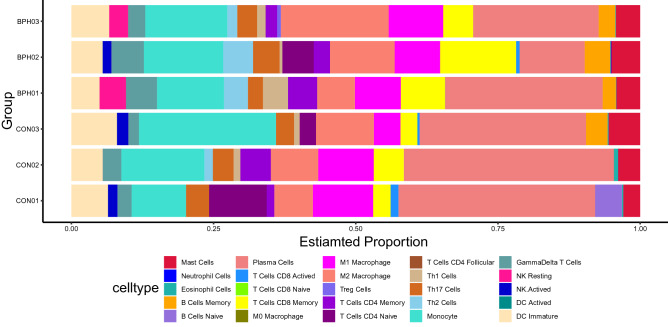
Proportion of 25 immune cells in each sample from the CON and T + E2 groups

## Discussion

During adulthood, the prostate is the only solid organ that continues to grow continuously [46]. BPH has been found to be associated with quality-of-life (QoL) alterations and health problems in elderly men [47, 48]. In our study, mice treated with T + E2 showed not only the gross and pathological features of BPH but also features that have only observed in patients with progressive BPH, such as elongation and narrowing of the urethra in the prostate area, as well as bladder stones, which is consistent with secondary stones, and hydronephrosis and bladder wall thinning caused by BOO [49–53]. The elongation and narrowing of the urethra in the prostate might be a key factor in the development of BOO in BPH mice, and the elongation of the urethra at the junction with the bladder was particularly pronounced and might be related to the lack of fixation of the urethra in this area by tissues, such as smooth muscle, and the pull of the dilated bladder. The T + E2-induced mouse model of BPH has greater advantages than the rat model, as the characteristic alterations associated with BPH combined with BOO more closely resembled those in humans, while similar findings have not been reported for the steroid hormone-induced BPH rat model. In addition, the genetics of the mice was more fully explored, and the mature gene editing system in mice is more conducive to assessing the impact of changes in genetic information on biological functions [54, 55]. The protocol for inducing BPH mice with BOO in this study had the shortest known induction time, requiring only three subcutaneous implantations of slow-release pellets with a total induction time of 12 weeks, which leads to a lower risk of infection than traditional daily injections of sex hormones, facilitating the mass production of BPH-combined BOO mice. The T + E2-induced mouse model of BPH with BOO can provide a reliable research tool for the study of mechanisms related to BPH.

A proportion of patients with BPH who are treated clinically with medication eventually require surgery, accounting for approximately 10% [56], which reflects the limitations of current pharmacological treatment options. The imbalance of androgen and oestrogen was considered to be one of the important pathogenic mechanisms underlying BPH, but there was no comprehensive and effective treatment for the imbalance [57], and the search for new therapeutic targets had become an urgent matter, but there was a lack of large-scale transcriptomic screening. This type of screening is indispensable for an in-depth study of the molecular mechanisms involved in androgen- and oestrogen-induced BPH. By RNA-seq, 833 significantly differentially expressed genes were identified between the two groups. 

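Glutathione peroxidases and peroxiredoxins were not enriched among the DEGs, with 1 of 13 members upregulated and 2 downregulated (adjusted p = 0.802 and 0.289 by Fisher's exact test). In the ranking of all tested genes, 9 of the 13 were higher in the T + E2 group and the median log2 fold change was 0.19 (adjusted p = 0.0632 from limma's cameraPR). This was the family nearest to the threshold among those that did not pass, and over the alternatives its adjusted p from limma's cameraPR ranged from 0.0111 to 0.372. Hydroxysteroid and aldehyde dehydrogenases had 17 of 30 members higher and a median of 0.09 (limma cameraPR adjusted p = 0.124), and cytochrome P450 genes had 20 of 29 members higher and a median of 0.12 (limma cameraPR adjusted p = 0.163).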

In the results of GO enrichment analysis, we found that upregulated DEGs were significantly enriched in redox processes, which was consistent with previous studies that the redox system was associated with the development of BPH [58]. The destruction of redox balance is easy to induce oxidative stress [59]. Oxidative stress is also considered to be one of the mechanisms that cause early pathological changes during prostate hyperplasia [60]. Oxidative stress can promote prostate hyperplasia by affecting the apoptosis pathway of prostate cells [61], inducing prostatitis [62, 63], and accelerating prostate proliferation [64] by activating the PI3K/Akt signalling pathway. Androgen can induce oxidative stress by increasing free radicals [65] and physiological amount of estrogen has antioxidant effect, but over-physiological amount of estrogen may induce oxidative stress by causing mitochondrial dysfunction [66]. However, the relationship between the ratio of estrogen/androgens and oxidative stress is still unknown, and further study is needed. Antioxidant stress may become a new therapeutic target for BPH; for example, previous studies have found that the lipid extract from the fruit of the Royal Palm of Cuba may treat prostatic hyperplasia through antioxidation [67]. GO terms enriched in the downregulated DEGs were associated with ion transport [68], whereas the upregulated DEGs were enriched in hormonal regulation, and previous studies had demonstrated the involvement of both androgens and oestrogens in the progression of BPH[23, 69]. In addition, the results of KEGG analysis suggested that the most significant pathway was small molecules, which had been shown in previous studies to influence the cell cycle, apoptosis and proliferation [70–72], whereas the upregulated DEGs were most significantly enriched in pathways associated with IGFs and IGFBPs, which have been previously shown to be associated with BPH [28, 73], and inhibition of IGF-1 secretion inhibited the proliferation of prostate epithelial cells [29]. 

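Potassium and sodium channels, as genes of ion transport, had 6 of 70 tested members among the downregulated DEGs, where 2.36 would be drawn by chance, and 6 among the upregulated (adjusted p = 0.153 and 0.299 by Fisher's exact test). The downregulated passed without T + E2 replicate 3 (9 members, adjusted p of Fisher's exact test 0.00359, and 0.00359 to 0.552 over the alternatives) and the upregulated without CON replicate 2 (8 members, 0.0389, and 0.0389 to 0.552). Kcnn3 fell from 23.9 ± 4.97 to 2.27 ± 2.14 CPM (SD, n = 3 in each group), and Scn4a rose from 2.83 ± 0.234 to 31.5 ± 8.11 CPM. Among genes of hormone regulation, Hsd17b6 had 24, 27 and 12 counts in the T + E2 mice and 0 in every CON mouse, and was at least 7.02-fold higher (adjusted p = 0.00345 from edgeR's quasi-likelihood test). Esr1 rose by 0.82 on the log2 scale (standard error 0.13, edgeR adjusted p = 0.0039), below the threshold on the fold change.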

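Of 6 tested genes of IGF-binding proteins, Igfbp2 was upregulated and Igfbp3 downregulated. Igfbp2 (chromosome 1 of GRCm38, 72824503 to 72852474) rose from 87.4 ± 23.1 to 200.8 ± 37.2 CPM (SD, n = 3 in each group), a log2 fold change of 1.20 (standard error 0.21, adjusted p = 0.00563 from edgeR's quasi-likelihood test). Igfbp3 (chromosome 11, 7206086 to 7213923) changed from 44.5 ± 10.4 to 21.3 ± 0.909 CPM, a log2 fold change of -1.06 (standard error 0.16, edgeR adjusted p = 0.00331). As a family they did not move in one direction (median log2 fold change -0.13, limma cameraPR adjusted p = 0.359).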

Up- and downregulated DEGs were also predominantly coenriched in small molecule compound-related pathways, suggesting that this pathway might play an important role in steroid hormone-induced BPH. It is well accepted that BPH is an androgen-dependent condition, as castrated individuals do not develop BPH [74]. In the prostate, 5 α-reductase converts testosterone into dihydrotestosterone, which in turn combines with the androgen receptor to promote prostatic hyperplasia. Steroid signalling through the androgen receptor is considered to be the key regulator of prostatic hyperplasia [75, 76]. In addition, oestrogen signalling plays an important role in the pathophysiology of prostatic hyperplasia, and oestrogen can regulate the proliferation of primary stromal cells and their expression of inflammatory factors during BPH [22, 31]. By increasing oestrogen to androgen ratios, upregulated AR expression may increase the sensitivity of the prostate to androgens, resulting in prostate hyperplasia [31]. To further explore steroid hormone-induced genomic differences in mice, we used GSEA and GSVA. GSEA results showed that terms enriched for GO and KEGG were mainly associated with the regulation of endopeptidases and peptidases and complement and coagulation. GSVA showed that enriched GO and KEGG terms were mainly associated with cellular responses to insulin-like growth factor stimulation and autophagy, which is consistent with previous studies that have shown that BPH is associated with insulin-like growth factor-mediated hormone imbalance [77] and impaired autophagy [78].

The PPI network generated in this study identified 16 important modules; for example, module 6 was mainly associated with oxidoreductase activity and the steroid metabolic process, and previous studies have shown that dysregulation of redox homeostasis was associated with the pathogenesis of prostate hyperplasia [58]. It is known that the development of BPH is dependent on steroid hormones [79]. The key genes IGF1 and EPHA7, important seed genes in the modules and hub genes in several algorithms, were also identified, and previous studies have shown that IGF1 is associated with the development of BPH [64, 80, 81]. Findings involving EPHA7 have not been reported in most studies of BPH, although one study found that EPHA7 expression was upregulated in BPH tissue or normal tissue compared to most PCa samples [82]. In correlation studies, we found different correlations between IGF1 and EPHA7 levels in different tissues, implying that they may have different interregulatory effects; the levels of these genes were positively correlated in organs of the digestive system, such as the small intestine, stomach, colon, pancreas, and oesophagus. However, they were negatively correlated in adipose tissue. In prostate tissue, IGF1 levels were positively correlated with EPHA7 levels. Then, we studied all BPH samples from 5 GEO datasets and found that the levels of the two genes were also positively correlated, but this result was not statistically significant, indicating the need for further validation with more samples. Further study of the interrelationship of the 2 genes revealed a high degree of interrelationship in a biological network with the 2 genes as the core; this interrelationship involved physical interactions, predicted, coexpression, colocalization, and shared protein domains in the network. We found many members of the Eph family and IGFBP family. As the largest family of tyrosine kinases, the Eph receptor has 14 members, and the binding site of its ligand (Ephrin) is located on the cell membrane [83]. In addition to modulating IGF bioactivity, IGFBP family members have independent biological actions [84], and it was predicted by the network that IGF-1 might interact directly or indirectly with multiple IGFBP family and Eph family members. The network predicted that IGF-1 might interact directly or indirectly with several IGFBP and Eph family proteins, suggesting that these interactions might be related to the regulation of cell-to-cell crosstalk.

Based on the ceRNA hypothesis, lncRNAs (circRNAs) might act as ceRNAs by acting as sponges for miRNAs and thus indirectly regulate mRNA expression. The expression of mRNAs in this network is regulated directly and indirectly by miRNAs and lncRNAs (circRNAs)[85]. Many noncoding RNAs in the generated ceRNA network might be involved in regulating these key genes, which in turn can influence the regulation of steroid hormone-induced BPH. For example, in the lncRNA-related ceRNA network, NEAT1 can regulate the expression of Hsd17b2, an mRNA related to steroid metabolism, via miR-181a-5p [86]. Steroid hormones were inactivated by HSD17B2, and their balance was regulated in a variety of tissues by this molecule [87]. 

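Counts of Hsd17b2 were 30, 28 and 11 in the T + E2 mice and 0 in every CON mouse. Its mean in the T + E2 group was 1.5 ± 0.693 CPM (SD, n = 3), and with the CON group below the detection limit its expression was at least 7.72-fold higher (adjusted p = 0.00508 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At these depths a lower expression in the CON group can be stated, but not its absence.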

The elevation in HSD17B2 levels may have been due to the supraphysiological dose of steroid hormone used in this experiment. In the circRNA-related reRNA network, circRNA Snx5 regulates Aldh1a2 (a retinoic acid synthase) via miR-129-5p, and elevated Aldh1a2 promotes retinoic acid synthesis, while retinoic acid (a vitamin A metabolite) also exhibits anti-inflammatory effects by preventing oxidative stress [87]; these findings suggest feedback regulation by mouse prostate tissue in response to intense oxidative stress. 

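Aldh1a2 (ENSMUSG00000013584, chromosome 9 of GRCm38, 71215789 to 71296243, with 14 exonic regions) rose from 9.22 ± 1.69 CPM in the CON group to 197.7 ± 27.3 CPM in the T + E2 group (SD, n = 3 in each), a log2 fold change of 4.42 (standard error 0.18, adjusted p = 7.68e-06 from edgeR's quasi-likelihood test). With each mouse left out in turn the log2 fold change stayed between 4.30 and 4.56. From the elevated Aldh1a2 and the role of retinoic acid against oxidative stress, the paper proposes that the prostate of the T + E2 mice responds to oxidative stress by feedback regulation.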

The above findings also suggest that steroid hormone-induced BPH in mice was regulated by a dynamic balance of oxidative stress and antioxidative stress.

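Over the listed immune markers, 4 genes passed both thresholds with the adjustment over all tested genes, and 5 with the adjustment over the marker list alone, the additional gene being Xcr1 of the dendritic cells (log2 fold change -1.25, edgeR adjusted p = 0.0505 over all genes and 0.0387 over the list). The leukocyte marker Ptprc, which encodes CD45, did not differ (log2 fold change 0.49, standard error 0.31, edgeR adjusted p = 0.301). All 5 mast cell markers and all 4 dendritic cell markers were lower in the T + E2 group, and all 3 tested macrophage markers and all 3 tested B cell markers were higher. Under limma on log2(FPKM + 1), 2 immune markers passed both thresholds.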

In the immune infiltration analysis, we found no significant difference in the proportion of 25 immune cells after T + E2 treatment and similar levels of immune infiltration in both groups. Erin M. McAuley et al.[88] used T + E2 to treat mice and similarly found no effect on the distribution of immune cells in the prostate. Human BPH tissue contains infiltrating T lymphocytes, B lymphocytes and macrophages, which might drive fibromuscular growth during BPH by activating and coordinating the release of cell factors [89]. The time of our prostate sample collection might not have coincided with the time of immune infiltration, and more samples are needed to confirm the findings regarding immune infiltration in the model. The shift from experimental animals to clinical application needs to be continuously explored and validated.

## Conclusion

In conclusion, we established a mouse model of BPH combined with BOO that is simple to manipulate and suitable for mass production. The model is associated with the specific alterations in histology and general pathology associated with BPH and provides a research platform for further studies of BPH. In this study, we also identified important genes and pathways involved in steroid-induced BPH and explored intermolecular regulatory relationships and immune features, and these results might provide new insights into the search for therapeutic targets for BPH.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1 (RAR 4598 KB)

## Data Availability

Raw data files have been deposited to the Gene Expression Omnibus Database (www.ncbi.nlm.nih.gov/geo/), and accession number is GSE218403.

How the deposited data were processed for this re-analysis (not part of the article)

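RNA was sequenced from the prostates of 6 mice, 3 that had carried slow-release pellets of testosterone and oestradiol for 12 weeks (T + E2 group) and 3 control mice (CON group). The group and the replicate number of each mouse were taken from the sample labels and the paper. The authors deposited 1 table with 34745 genes that holds, for each mouse, the number of reads counted on each gene as whole-number counts without normalization. The same table holds FPKM values, which the authors computed from these counts, the gene length and the library total. The paper's methods name DESeq2 for the comparison of the groups, and its text does not name the aligner, the counting program, the annotation or whether counting used the strand. Gene identifiers and coordinates were compared with release M21 of the GENCODE annotation on build GRCm38, in which 34267 of the identifiers occur. Of these, 27686 genes (80.8%) have exactly the same start and end, and 34233 overlap the annotated gene. Coordinates are those of the deposited table. In the table 126 genes share their symbol with another gene and 27 symbols have been turned into dates, so genes were handled by identifier. Every column of values belongs to one of the 6 mice.

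Reads counted on genes totalled a median of 14846522 in the CON group and 15135003 in the T + E2 group. Between 19274 and 19757 genes had at least 1 count in a mouse, and 12441 genes had none in any mouse. The 10 largest genes took 18 to 20.8% of the counts in the CON mice and 13.4 to 15.8% in the T + E2 mice. The most abundant was 9530053A07Rik, with 8.22 to 11.5% of the counts of the CON mice. Genes of the mitochondrial genome took 4.03 to 5.94%. Groups with at most 3 counts in every mouse were treated as being at the detection limit, and a fold change against such a group was computed against 3 counts and given as a lower bound. Intervals for shares of counts are exact 95% binomial intervals (Clopper-Pearson). Without molecular identifiers reads are not independent molecules, so limits and intervals cover counting error only.

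The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 15580 genes, 14225 of them protein-coding. Libraries were scaled by TMM, with factors of 1.02, 1.027 and 0.993 for the CON mice and 0.956, 0.993 and 1.012 for the T + E2 mice. The groups were compared by the quasi-likelihood test (glmQLFit and glmQLFTest) with p-values adjusted by the Benjamini-Hochberg method over all tested genes. DEGs had an adjusted p under 0.05 and an absolute log2 fold change over 1. Standard errors are the log2 fold change divided by the root of the F statistic. The biological coefficient of variation was 18%, and the median log2 fold change of all tested genes was -0.002. Log2 CPM for principal components and correlations used a prior count of 2. With 3 mice in each group, an exact two-sided permutation test cannot give a p below 0.1.

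Reactome sets came from the mouse set file of fgsea 1.28.0, in which 6802 of 7111 gene identifiers (95.7%) could be matched to the table, and gene families were defined by symbol patterns. Enrichment among DEGs used one-sided Fisher's exact tests, and shifts of whole sets used cameraPR of limma 3.58.1 on the signed root of F, two-sided, each adjusted over its own family of tests. Similar transcripts were found with BLAST+ 2.17.0+ at 90% identity or more over at least 100 bases. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

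The genes named in the text follow a rule. They are the genes the paper names for these mice, the genes legible in Fig. 3B and those of Fig. 3D, the 5 largest rises and 5 largest falls among DEGs whose groups do not overlap, up to 4 DEGs with the largest change in each set reported, and listed markers of hormone action, tissues and immune cells. By this rule 240 genes of the table were followed, of which 203 could be tested. Some of these genes are not reported here. The same rule, the lists, the designs and most of the alternatives were written before the data were examined.

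The alternatives were limma on log2(FPKM + 0.1), log2(FPKM + 1) and log2(FPKM + 0.01) over genes with an FPKM of at least 0.1 in at least 3 samples, limma without a mean-variance trend, quantile normalization, no filter on low counts, a filter at an FPKM of 1, median-of-ratios and total-count scaling, protein-coding genes alone, DESeq2 1.42.0, other thresholds, a block for the replicate number, and each mouse left out in turn. Because the deposited table holds counts, the alternatives written for FPKM values were run with limma beside the count test. The pairing in the block comes from the replicate numbers in the sample labels, which name different mice. The procedure was tested on simulated data with 15389 tested genes, in which 190 of 200 changed genes were recovered, with 9 false calls and a median absolute error of 0.14 on the log2 scale. All simulated changes lay well above the fold-change threshold, and genes were drawn independently of each other. The recovery and the false calls therefore do not carry over to changes near that threshold or to genes that vary together.

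Histology, organ measurements, qRT-PCR values, the human and mouse data sets of other studies, GO, KEGG and WikiPathways sets, GSVA scores, the modules of the protein network and the CIBERSORT signature matrix were not analysed here.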

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

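All tests in this part were chosen before their results were seen.

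The paper reports mRNAs, and the deposited table also holds counts for noncoding genes such as lincRNAs and antisense transcripts, which the paper's ceRNA networks take from predictions. Among 768 tested noncoding genes, 93 were DEGs by edgeR's quasi-likelihood test, of which 44 were upregulated and 49 downregulated in the T + E2 group. Among all 768 the 3 T + E2 values lay on one side of the 3 CON values in 267 (34.8%), where chance gives 10%. Of the 93, 8 were at the detection limit in the CON group and 7 in the T + E2 group. Under DESeq2 73 of the same genes were DEGs and under limma on log2(FPKM + 1) 31. Besides Gm16150, a clear example, chosen after its values were seen, is Gm37223 (a lincRNA on chromosome 1 of GRCm38, 184358329 to 184394271), with counts of 1348, 1018 and 1385 in the CON mice and 15, 6 and 22 in the T + E2 mice (log2 fold change -6.42, adjusted p = 1.71e-05 from edgeR).

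Several technical explanations were tested. After the 16 genes that were among the 10 largest of any library had been left out, 89 noncoding genes were DEGs. With every library thinned to the smallest total, 91 were. TMM already limits the weight of the largest genes and the library totals were similar, so these 2 corrections had little to change. After each library's trend on GC content had been removed, 91 noncoding genes were DEGs, 87 of them the same, and after the trend on gene length had been removed, 94 were, 91 of them the same. Reads of a gene on the opposite strand could be counted on a noncoding gene if counting did not use the strand. Of the 93, 41 overlap a gene on the other strand, and for 13 that gene was a DEG in the same direction, so overlap can account for a minority of them. Of the 4 splits of the 6 mice that part all same-numbered mice, 1, the real one, gave as many noncoding DEGs, and the other 3 gave 0, with from 196 to 492 of all tested genes at an unadjusted p under 0.05 by edgeR. Among these splits no share can go under 1 of 4, and among all 10 splits none can go under 0.1. By this comparison alone the pattern therefore cannot be told apart from chance differences between mice. The evidence against chance is the adjusted p of each gene. The 267 genes without overlap were measured in the same 6 mice and are not independent, so their share adds no separate evidence. That the noncoding changes are part of the response to T + E2 remains a hypothesis, since it was found and tested on the same data.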

How the results depend on the processing

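Chosen only after the data had been seen were limma on log2(FPKM + 0.1), total-count scaling, principal components of DESeq2's variance-stabilized values, the omission of single mice for principal components, correlations and set tests, and the block in the enrichment tests.

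The direction of the named genes and their side of the thresholds changed little. For the 203 tested genes, 2386 comparisons with another setting gave 2291 of the same direction and call, 71 weaker, 5 stronger and 19 reversed, and 153 genes kept both under every setting tried. Leaving out single mice gave 1122 of 1218 unchanged, 57 weaker, 12 stronger and 27 reversed. For 155 set tests, 587 of 620 comparisons between settings were unchanged, 22 were weaker, 7 stronger and 4 reversed, and with single mice left out 872 of 930 were unchanged, 27 weaker, 17 stronger and 14 reversed. Between 97 and 133 named genes passed both thresholds under another setting, against 131.

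The numbers of DEGs moved most with the pseudocount and the thresholds. Limma on log2(FPKM + 1) gave 561 DEGs, 365 upregulated and 196 downregulated, and 548 of them were also DEGs by edgeR's quasi-likelihood test. The pseudocount compresses changes of weakly expressed genes, and with 0.1 in its place limma gave 1146. It also gave 9 pathway tests, 5 family tests and 2 immune markers past their thresholds. A filter at an FPKM of at least 1 in at least 3 samples left 344 downregulated genes. Without a threshold on the fold change there were 3061 genes, 1620 upregulated and 1441 downregulated, and with an adjusted p under 0.01 there were 757, of which 276 were downregulated. The cause of the other shifts was not tested. DESeq2 gave 1257 DEGs, 1091 of them shared, and the filter on low counts, when dropped, left 1297. The upregulated share of DEGs was 55.8%, and it ranged from 52.8% with total-count scaling to 65.1% under limma on log2(FPKM + 1), and from 56.9 to 63.4% with single mice left out.

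Principal components depended on the genes used. PC1 held 70.3% and PC2 12.5% of the variance with the 500 genes of highest variance, 62% and 12.1% with all tested genes, and 73.8% and 12.8% with DESeq2's variance-stabilized values of 500 genes. On log2(FPKM + 1) of the DEGs PC1 held 92.5%. Across the 6 fits that each left out one mouse, PC1 of the DEGs held from 93.2 to 94.4%. The difference of correlations within and between groups was 0.0314 with Spearman's rho, 0.0343 on log2(FPKM + 1) and 0.0586 with genes at an FPKM of at least 1, and the cause was not tested.

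Some values reversed, and none of those that did so under another setting passed a threshold. Under limma the log2 fold change of Ltf was 0.51 with a pseudocount of 0.01, 0.39 with 0.1, 0.39 without a trend, 0.05 with 1 and 0.4 after quantile normalization, against -0.22. Pcna was at -0.01 under these limma settings but at 0 after quantile normalization, and at -0.01 with total-count scaling, against 0.03. Tmprss2 was at -0.01 under the same settings but at -0.22 after quantile normalization, against 0.03. S100a9 was at -0.9 with a pseudocount of 0.01. The mean statistic of mitochondrial translation elongation relative to other genes was -0.02 with the FPKM filter at 1 and -0.05 under limma on log2(FPKM + 1), and that of potassium and sodium channels was 1.01 with that filter. The cause was not tested.

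With single mice left out, from 972 to 1152 genes were DEGs and from 3 to 8 immune markers passed, the 8 without CON replicate 1. Log2 fold changes that reversed ranged from -0.28 to 1.12 for Cd79a, -0.72 to 0.12 for Cd3e, -0.29 to 0.88 for Cd8a, -0.03 to 0.54 for Adgre1, -0.52 to 0.12 for Gzma, -0.95 to 0.15 for Flt3, -0.07 to 0.12 for Tmprss2, -0.69 to 1.65 for Ltf, -0.42 to 0.06 for Srd5a1, -0.29 to 0.17 for Cdk1, -0.03 to 0.08 for Pcna, -0.08 to 0.32 for Uty and -0.04 to 0.16 for Neat1. Ltf passed both thresholds at 1.65, without CON replicate 1 (adjusted p from edgeR 0.0145, and up to 0.962 in the other fits). For genes of seminal vesicle and muscle the ranges were -6.49 to 7.57 for Svs2, -11.97 to 2.15 for Svs4, -11.4 to 5.68 for Svs5, -0.51 to 0.18 for Acta1, -1.62 to 0.47 for Ckm, -10.66 to 1.61 for Myh4 and -3.35 to 0.6 for Tnnt3. Mean statistics of sets ranged from -1.12 to 1 for sodium proton exchangers, -1.45 to 0.03 for the erythrocyte set, -0.32 to 0.3 for amino acid metabolism, -1.4 to 0.16 for the complement cascade, -0.3 to 0.47 for mitochondrial translation elongation, 0 to 0.26 for connexins and -0.22 to 0.53 for mitochondrial ribosomal proteins. The cause was not tested.

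With the replicate number as a block, 1013 genes were DEGs, 598 upregulated and 415 downregulated, 988 of them shared, and 20 pathway tests, 6 family tests, 11 ranking tests and 4 immune markers passed. Ltf was at 0.52 and sodium proton exchangers at 2.93 under the block. Svs4 of the seminal vesicle list passed under it, at -8.62 (edgeR adjusted p 0.0312, and 0.0312 to 1 over the alternatives). Deviations of same-numbered mice from their group means correlated at -0.052, 0.028 and 0.046, so the numbers, which name different mice, do not pair them.

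Depth limits the fold changes of genes at or under 3 counts in every library of a group, such as Hsd17b2 and Slc34a3 in the CON group, to lower bounds.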

Differences from the paper's values

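Principal components of DESeq2's variance-stabilized values were chosen only after the values had been seen.

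The paper reports 310 downregulated genes, and 526 were found here. Of the alternatives set before the data were examined, the number was within the paper's range, here taken as 1.5 times, under limma without a trend (447), a filter at an FPKM of at least 1 in at least 3 samples (344), the replicate block (415), an adjusted p under 0.01 (276) and with single mice left out (402 to 433), except without T + E2 replicate 3 (494). It was outside under limma with a pseudocount of 1 (196) or 0.01 (484), quantile normalization (523), no filter on low counts (550), median-of-ratios scaling (527), protein-coding genes alone (467), DESeq2 (541) and no threshold on the fold change (1441). For all DEGs the paper's value is 833 against 1191, and for upregulated genes the paper's value is 523 against 665, both within 1.5 times. The total was outside that range under DESeq2 (1257), without a filter on low counts (1297) and without a threshold on the fold change (3061), and the upregulated number without that threshold (1620). Closest to the paper's total were 852 with the FPKM filter at 1 and 757 with an adjusted p under 0.01. Removing each library's trend on GC content, run as a test of a technical explanation, gave 465 downregulated genes.

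PC2 holds about 13% of the variance in Fig. 3C, read by eye, and 3.09% here. Of the alternatives set before the data were examined, the 500 genes of highest variance (12.5%) and all tested genes (12.1%) came within the paper's range, and log2(FPKM + 1) of the DEGs (2.83%) did not. With variance-stabilized values of 500 genes, chosen after seeing the values, PC2 held 12.8%. In Fig. 3C one CON mouse, the second, lies apart on PC2. On the DEGs T + E2 replicate 1 lay apart here, at 13.22, whereas with variance-stabilized values CON replicate 2 did, at 17.63.

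In Fig. 3D TGF-β is higher in the T + E2 group. Here Tgfb1 was higher by 0.44 on the log2 scale without passing the threshold on the fold change under any setting, and Tgfb2 (-0.82) and Tgfb3 (-0.28) were lower.

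The paper lists amino acid metabolism and prostaglandin synthesis as enriched among its DEGs, and metabolism of carbohydrates among the downregulated. The corresponding Reactome sets held 17, 4 and 10 such genes, with adjusted p of 0.0974, 0.0546 and 0.219 by Fisher's exact test. Prostaglandin synthesis passed without CON replicate 1 (0.0066), T + E2 replicate 1 (0.0415) or T + E2 replicate 3 (0.0106), over a range of 0.0066 to 0.189. Amino acid metabolism ranged from 0.0669 to 0.477 and metabolism of carbohydrates from 0.0705 to 0.349.

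The paper also lists endopeptidase inhibitors and oxidoreductases for upregulated genes, and cation transporters for downregulated genes. Some sets of these kinds passed in the paper's direction by Fisher's exact test, namely WAP four-disulfide core inhibitors (adjusted p 6.71e-07, 1.6e-07 to 4.73e-05 over the alternatives), Kazal-type inhibitors (0.00518, 0.00334 to 0.00613), cytochrome P450 genes (0.0442, 0.0389 to 1, passing in 2 of 10 alternatives, median-of-ratios scaling and without CON replicate 2) and solute carriers (7.87e-05, 1.96e-06 to 0.0146). Others did not. The set of serpins did not pass by ranking (mean statistic 1.79, limma cameraPR adjusted p 0.124), except under limma on log2(FPKM + 1) (0.0425, over a range of 0.0425 to 0.194). Glutathione peroxidases and peroxiredoxins did not pass (2.37, limma cameraPR adjusted p 0.0632), except under limma on log2(FPKM + 1) (0.0389), without T + E2 replicate 1 (0.0138) and without T + E2 replicate 3 (0.0111), over a range of 0.0111 to 0.372. Hydroxysteroid and aldehyde dehydrogenases (1.47, limma cameraPR adjusted p 0.124) passed without T + E2 replicate 3 (0.0325, over a range of 0.0325 to 0.255). Among downregulated genes, 6 potassium and sodium channels were no enrichment (adjusted p 0.153 by Fisher's exact test), except without T + E2 replicate 3 (9 genes, 0.00359, over a range of 0.00359 to 0.552). Sodium proton exchangers (2 genes, 0.0602) passed with the replicate block (0.0479), without CON replicate 1 (0.0422) and without T + E2 replicate 1 (0.0439), over a range of 0.0422 to 0.268.

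The paper scores complement and autophagy high in the T + E2 group. Here upregulated genes were enriched in the complement cascade (5 genes, adjusted p 0.00738 by Fisher's exact test), except under limma on log2(FPKM + 1) (0.268), without CON replicate 3 (0.127) and without T + E2 replicate 2 (0.109), over a range of 0.00149 to 0.268, but by ranking the set had a mean statistic of -0.75 (limma cameraPR adjusted p 0.462), and under limma on log2(FPKM + 1) it passed in the direction of the CON group (0.046, over a range of 0.046 to 0.9). The wider family of complement components, with 5 of 34 tested members upregulated, did not pass (adjusted p 0.0773 by Fisher's exact test). It passed without CON replicate 1 (0.0275) or CON replicate 2 (0.0188). By ranking its mean statistic was -0.99 (limma cameraPR adjusted p 0.242). Autophagy-related genes had a mean statistic of -0.09 (limma cameraPR adjusted p 0.919). The paper scores mitochondrial translation elongation, leucine transport, Wnt signalling and gap junctions high in the CON group. The corresponding sets had mean statistics of 0.05, -1.5, -0.13 and -0.74 (limma cameraPR adjusted p 0.919, 0.124, 0.825 and 0.668), and amino acid transport, which stands for leucine transport here, passed with the replicate block (0.0346, over a range of 0.0346 to 0.212).

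The paper finds no difference in immune cell proportions. Here 4 of the listed immune marker genes passed both thresholds, which is a different measure.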

Other observations

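Chosen only after the result was seen were the tests on androgen targets, on lymphoid tissue in CON replicate 1, on other tissue in CON replicate 2 with the downregulated genes kept without it, and on urothelium, and the ruling that the red cell genes, most of them too weak to test, decide nothing.

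The 6 mice can be split into 3 against 3 in 10 ways, of which 4, the real one included, part all 3 same-numbered pairs and 6 part 1 pair. For the numbers of DEGs, of upregulated and of downregulated genes, of enriched pathway sets and gene families, of sets past the ranking test, and of immune, hormone target and tissue markers past the thresholds, 1 of the 4 splits, the real one, gave a value as large. The other splits of either kind gave 0 DEGs, with from 168 to 521 genes at an unadjusted p under 0.05 by edgeR against 5372 in the real split. By ranking they gave from 0 to 7 sets when all pairs were parted and from 1 to 6 otherwise, against 12. No share can go under 1 of 4 among the splits that part all pairs, or under 0.1 among all 10. By this comparison alone the counts therefore cannot be told apart from chance differences between mice. For the DEGs the evidence against chance is the adjusted p of each gene. That evidence does not extend to the ranking test, in which splits with 0 DEGs still gave up to 7 sets. Those splits mixed the treatments unequally, so the sets may reflect the treatment or other differences between mice.

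Technical explanations for the number of DEGs were tested. Thinning every library to the smallest total gave 1187 DEGs. Removing each library's trend on GC content gave 1121, of which 1041 were shared with the 1191, and removing that on gene length gave 1193, of which 1159 were shared. Without the 16 genes among the 10 largest of any library, 55.7% of DEGs were upregulated against 55.8%. The library totals were similar and TMM already limits the weight of the largest genes, so thinning and leaving those genes out had little to change. The GC and length corrections moved the values, and most DEGs passed after each. Over all tested genes the log2 fold change correlated with GC content at -0.27 and with gene length at -0.02 (Spearman). The GC correction gave 656 upregulated and 465 downregulated genes, against 665 and 526 without it. The downregulated number thus depended more on GC content than the upregulated number did.

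RNA from neighbouring tissue may be present in some samples. In CON replicate 2 the 8 listed seminal vesicle genes held 1.06% of counts, against 0.0638% in T + E2 replicate 2 and at most 0.000418% in the other mice. Of 16 markers of seminal vesicle, adipose tissue and skeletal muscle, 16 were highest in CON replicate 2 among the CON mice, but these are the genes in which the pattern was seen, so the count cannot decide it. Without that mouse 386 of the 526 downregulated DEGs were kept, within the 358 to 407 seen when any one mouse was left out, so they do not rest on it more than on others. Between the groups 0 of the 8 seminal vesicle genes passed both thresholds, with 1 of the 3 tested at an unadjusted p under 0.05 by edgeR. The pattern was thus seen in single mice.

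A few genes listed for epididymis and ductus deferens were higher in the T + E2 group. The 15 listed held from 0.00244 to 0.00279% of counts there and at most 0.000121% in the CON mice, and in the T + E2 mice nearly all of these counts came from Adam7, Eppin and Wfdc10. Of the 15, 2 passed both thresholds upward, Adam7 and Eppin. Another 6, Lcn5, Lcn8, Lcn9, Cst8, Rnase9 and Defb20, had 0 counts in every mouse, and Crisp1 had 2, 13 and 0 counts in the CON mice and 0, 3 and 0 in the T + E2 mice. These values go against RNA from neighbouring tissue as the source of the listed genes. The beta-defensin family, from which the list holds Defb20 and Defb30, had 6 of 8 tested members upregulated (adjusted p = 2.56e-06 by Fisher's exact test). The source of these other members was not tested. Uroplakin genes held from 0.139 to 0.163% of counts in the T + E2 group and from 0.0431 to 0.0659% in the CON group. Of the 5 listed, 2 passed, Upk1a (log2 fold change 1.8) and Upk2 (2.2), fewer than the share set for the list. The others were higher too, Upk1b by 0.66 (edgeR adjusted p 0.0171) and Upk3b by 2.52 (edgeR adjusted p 0.128), and Upk3a, too weak to be tested, had 0 counts in every CON mouse and 5, 99 and 3 in the T + E2 mice, so RNA from neighbouring tissue is not excluded for the uroplakins.

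A general loss of androgen action might lower androgen targets. Of 6 listed targets 1 passed both thresholds downward, Pbsn (-3.29), while Msmb (1.1) passed upward, so the targets did not fall together. Of 3 listed estrogen targets 1 passed upward, Greb1 (2.49). Of 4 luminal epithelial markers 3 were lower, and 1 of these passed downward, Cd24a (-1.3). Krt18 was at -0.54 (edgeR adjusted p 0.00704) and Krt8 at -0.15, and Epcam (1.18) passed upward, so the markers did not move together.

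Ighm, Igkc and Jchain were highest in CON replicate 1 among the CON mice, whereas Igha was lowest there. Of 9 listed B and T cell markers 8 were also highest in CON replicate 1, consistent with lymphoid tissue in the sample as a candidate explanation, and without it 8 immune markers passed against 4. Gained were Ighm, Igkc, Jchain, Mzb1 and Ms4a1, and Mcpt4 was lost (edgeR adjusted p 0.0514, and 0.000286 to 0.0573 over the alternatives).

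C1rb and C1s2 were lower in the T + E2 group. Reads moved between paralogs could produce this, but the summed counts of each gene and its neighbouring paralog changed by -4.69 and -1.33 on the log2 scale, so a shift between copies alone does not account for it. Haemoglobin genes were higher in the T + E2 group (Hbb-bs 2.36, Hbb-bt 2.38, Hba-a1 1.9). None of these passed under limma without a trend (adjusted p 0.0638, 0.0723 and 0.0692) or without CON replicate 3 (edgeR adjusted p 0.0678, 0.0763 and 0.0702). Hbb-bt also missed without CON replicate 1 (0.0626), and Hbb-bt and Hba-a1 without CON replicate 2 (0.0522 and 0.0577). More blood in the tissue may be the cause. Of 4 listed red cell genes 1 could be tested, Alas2 (1.51), and 1 passed, which leaves the explanation open.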
